# Post-injury born oligodendrocytes incorporate into the glial scar and contribute to the inhibition of axon regeneration

**DOI:** 10.1242/dev.201311

**Published:** 2023-04-27

**Authors:** Jian Xing, Agnieszka Lukomska, Bruce A. Rheaume, Juhwan Kim, Muhammad S. Sajid, Ashiti Damania, Ephraim F. Trakhtenberg

**Keywords:** Axon regeneration, Oligodendrocytes, Optic nerve injury, Retinal ganglion cell

## Abstract

Failure of central nervous system projection neurons to spontaneously regenerate long-distance axons underlies irreversibility of white matter pathologies. A barrier to axonal regenerative research is that the axons regenerating in response to experimental treatments stall growth before reaching post-synaptic targets. Here, we test the hypothesis that the interaction of regenerating axons with live oligodendrocytes, which were absent during developmental axon growth, contributes to stalling axonal growth. To test this hypothesis, first, we used single cell RNA-seq (scRNA-seq) and immunohistology to investigate whether post-injury born oligodendrocytes incorporate into the glial scar after optic nerve injury. Then, we administered demyelination-inducing cuprizone and stimulated axon regeneration by Pten knockdown (KD) after optic nerve crush. We found that post-injury born oligodendrocyte lineage cells incorporate into the glial scar, where they are susceptible to the demyelination diet, which reduced their presence in the glial scar. We further found that the demyelination diet enhanced Pten KD-stimulated axon regeneration and that localized cuprizone injection promoted axon regeneration. We also present a resource for comparing the gene expression of scRNA-seq-profiled normal and injured optic nerve oligodendrocyte lineage cells.

## INTRODUCTION

The failure of mammalian central nervous system (CNS) projection neurons to regenerate axons disrupted by white matter injury to the brain, spinal cord or optic nerve results in permanent disabilities. Like other CNS projection neurons, retinal ganglion cells (RGCs) do not regenerate axons disrupted by optic nerve crush (ONC) (Levkovitch-Verbin, 2004; Kim et al., 2018). Because molecules found to regulate regeneration of RGC axons, such as Pten and Klf7 (Liu et al., 2010; Blackmore et al., 2012), also affect spinal cord regeneration (Blackmore et al., 2012; Du et al., 2015), the mechanisms of axonal regeneration may be similar across CNS projection neurons, while the mechanisms of their pathway finding vary. A number of intracellular and extracellular factors have been discovered to affect axon regeneration (as reviewed elsewhere; Trakhtenberg and Goldberg, 2012; Goldberg and Trakhtenberg, 2012; Andereggen et al., 2015; Mar et al., 2014; Yiu and He, 2006; Benowitz et al., 2015; Chun and Cestari, 2017), but even with manipulation of potent tumorigenic factors, <1% of axons regenerated the full distance to their postsynaptic targets (de Lima et al., 2012; Lim et al., 2016; Trakhtenberg et al., 2017b). Thus, although stimulating neuronal intrinsic mechanisms of axon regeneration was sufficient for bypassing extracellular inhibitors of axon growth that are associated with the glial scar and myelin (e.g. CSPG, MAG, NogoA, OMgp, Semaphorins; Yiu and He, 2006; Silver et al., 2014), almost all regenerating axons stall growth long before reaching targets in the brain.

Here, we investigated why the regeneration of axons that respond to regenerative treatments stalls before reaching postsynaptic targets in the brain (e.g. de Lima et al., 2012; Lim et al., 2016; Trakhtenberg et al., 2014, 2017b; Belin et al., 2015; Yungher et al., 2015; Moore et al., 2009; Yin et al., 2006; Lukomska et al., 2021). We hypothesized that the interaction of the axons (which are experimentally stimulated to regenerate) with live oligodendrocytes (which were absent during developmental axon growth) contributes to stalling axonal regeneration, even after the axons have bypassed the glial scar and grown over the pre-injury myelin. Thus, the presence of newly born oligodendrocytes within the glial scar and of surviving oligodendrocytes beyond the glial scar, may stall axons from continuing to regenerate even after they grow past the glial scar. During CNS development, axon myelination is delayed until the axons have reached their postsynaptic targets in the brain. For example, oligodendrocyte appearance and myelination of the optic nerve axons in mice begins around postnatal day 7 – over 1 week after these axons have reached their targets in the brain (Foran and Peterson, 1992; Dangata et al., 1996). Myelination then prevents sprouting and stabilizes axons during the developmental pruning period (Colello and Schwab, 1994). However, optic nerve axons experimentally induced to regenerate after injury can interact with newly born oligodendrocytes in the glial scar and with surviving oligodendrocytes beyond the glial scar, and become myelinated even while they are still growing (Marin et al., 2016), which eventually could contribute to stalling axon growth even beyond the glial scar. Thus, it is possible that the interaction of the axons with live oligodendrocytes, rather than the myelin debris, is primarily what stalls experimental regeneration even after axons have bypassed the inhibitory glial scar. Indeed, conditional deletion in oligodendrocytes of the neurological diseases-associated brain-specific angiogenesis inhibitors (BAIs; which bind to the axon growth-inhibitory NogoA reticulon 4 receptor, Rtn4R), was recently shown to rescue axonal growth of co-cultured neurons (Wang et al., 2022), further supporting our hypothesis that live oligodendrocytes, and not only their debris after injury, could inhibit axon regeneration.

During development and in co-culture experiments, newly formed oligodendrocytes (NFOs) have the capacity to grow sheaths and processes that can myelinate axons; however, NFOs lose this capacity as they develop into mature oligodendrocytes (Watkins et al., 2008; Marques et al., 2016; Czopka et al., 2013). Accordingly, after a demyelinating lesion, NFOs are the primary myelin-forming and remyelinating oligodendrocytes, whereas mature surviving oligodendrocytes contribute less to post-lesion remyelination (Orthmann-Murphy et al., 2020; Neely et al., 2022; Duncan et al., 2018b). Thus, the post-injury newly born myelin-forming oligodendrocytes in the glial scar are expected to interact with the regenerating axons; as such, NFOs grow sheaths, extend processes, and attempt to myelinate the regenerating axons. However, although the surviving ONC injury mature oligodendrocytes (located beyond the injury site) have reduced capacity for growing sheaths and myelinating when they matured, some of these live surviving oligodendrocytes spontaneously re-acquire myelinating capacity (Duncan et al., 2018b) and may inhibit axon regeneration. Here, we focused on the post-injury born NFOs to investigate their presence in the glial scar and the potential to inhibit axon regeneration. To test our hypothesis, we used EdU labeling and histology to investigate whether the NFOs are present in the post-ONC glial scar, and single cell RNA-seq (scRNA-seq) to analyze the effects of ONC on optic nerve oligodendrocytes. We also used cuprizone-induced injury to oligodendrocytes (which causes demyelination in studies of multiple sclerosis) during ONC (which causes axonal optic nerve injury in studies of traumatic optic neuropathy), which acutely and irreversibly disrupts the neuronal axons while modifying the extra-axonal tissue environment (Kim et al., 2018).

## RESULTS

### Post-injury born oligodendrocytes repopulate the injury site and incorporate into the glial scar after traumatic optic nerve injury

ONC acutely and irreversibly disrupts the RGC axons in the optic nerve while modifying the extra-axonal tissue environment (Kim et al., 2018). Here, we show substantial TUNEL (cell death marker) signal and Olig2-positive cellular debris, primarily from dead oligodendrocytes, in the injury site 1 day after ONC. By comparison, TUNEL signal is absent in the optic nerve region distal to the injury site (Fig. S1). Furthermore, in the region distal to the injury site, Olig2-labeled cells, primarily oligodendrocytes (Valério-Gomes et al., 2018), are found at normal density (Fig. S1), similar to the density of Olig2-labeled cells in an uninjured optic nerve (shown in Fig. 1A,B). By 3 days after ONC, we find only a few oligodendrocytes visualized by the oligodendrocyte marker CC1 (Bin et al., 2016; Chamberlain et al., 2017; Okazaki et al., 2016; Stone et al., 2017) in the injury site (compared with uninjured control; Fig. 1C,D), whereas by 2 weeks after ONC, the injury site is repopulated with Olig2^+^/CC1^+^ co-labeled oligodendrocyte lineage cells to pre-injury density (Fig. 1E-G). Olig2 is a transcription factor that, by immunostaining, is found primarily in the nucleus (Valério-Gomes et al., 2018); however, immunostaining for CC1 enables visualization of oligodendrocyte soma, which we found in the injury site to be characteristic of immature and newly born oligodendrocytes (i.e. extended soma and spreading processes) when compared with CC1-visualized oligodendrocyte soma morphology in the uninjured optic nerve (Fig. 1A-C,E,F,I). We also administered EdU to uninjured and injured animals (starting on the 3rd day after injury and daily until 3 days before sacrifice). Two weeks after ONC, we found a near fivefold increase in newborn EdU^+^/Olig2^+^ cells, with most being co-labeled with the CC1 oligodendrocyte marker (a small fraction of cells that did not co-label with CC1 were likely oligodendrocyte progenitor cells), when compared with basal physiological turnover in the uninjured control (Young et al., 2013; Tripathi et al., 2017). This confirmed that oligodendrocyte lineage cells, which repopulated the injury site and incorporated into the glial scar, are mostly post-injury born (Fig. 1A,B,E-H). Consistent with these observations, a subset of EdU^+^ cells at 2-weeks after ONC were also positive for Fyn, which is a marker for NFOs (Osterhout et al., 1999; Zhang et al., 2014) (Fig. S2).

**Fig. 1.**
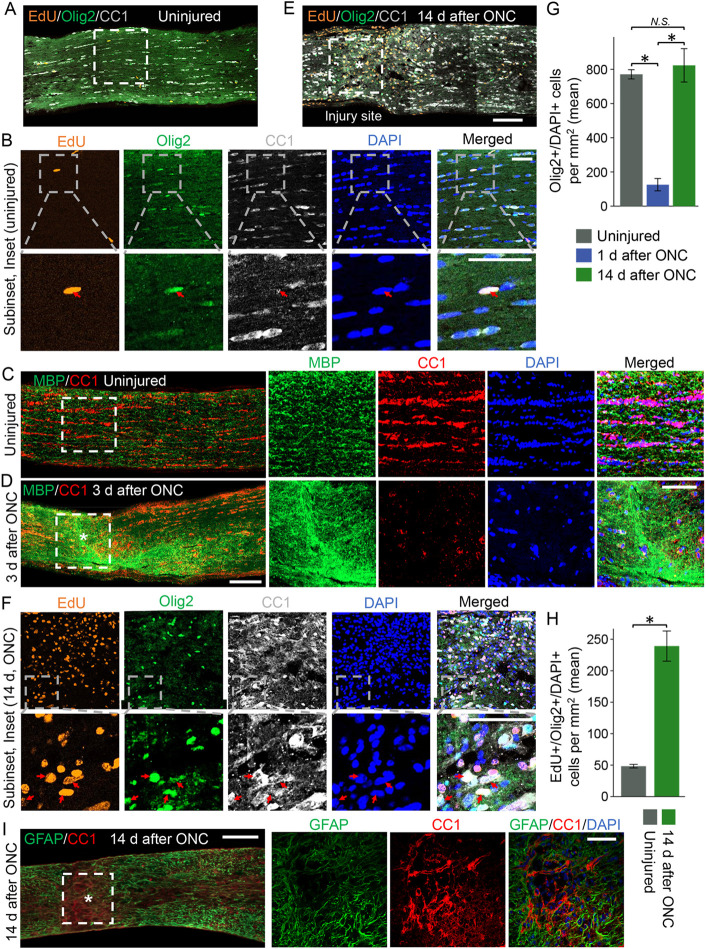
**Post-injury born oligodendrocytes repopulate the injury site in the optic nerve.** (A,B,E,F) Representative confocal images of uninjured (A,B) and injured (2 weeks after ONC, E,F) optic nerve longitudinal sections immunostained for EdU (a marker of newly born cells after EdU injections), Olig2 and CC1 (oligodendrocyte markers), and DAPI (nuclear marker), as indicated. Asterisk indicates crush site. The injury site, or equivalent region in an uninjured optic nerve, is outlined. Top row images in B and F were acquired with a 40× confocal microscope and bottom row images in B and F were acquired with a 63× confocal microscope. Red arrows indicate EdU^+^/Olig2^+^/DAPI^+^ cells. Olig2 transcription factor localizes primarily to the nucleus. CC1 labels oligodendrocyte soma, the morphology of which (i.e. extended soma and spreading processes) in the injury site is characteristic of immature and newly born oligodendrocytes (E,F), when compared with morphology in the uninjured optic nerve (A,B). Scale bars: 100 µm in A,E; 50 µm in B,F. (C,D) Representative confocal images of uninjured (C) and injured (3 days after ONC; D) optic nerve longitudinal sections immunostained for MBP (an oligodendrocyte myelin marker), CC1 and DAPI show the loss of oligodendrocytes (fewer CC1^+^ cells), and an accumulation of myelin debris from dead oligodendrocytes (MBP^+^ signal) in the injury site 3 days after ONC (D), compared with an uninjured equivalent region of the optic nerve (C). Injury site and an equivalent region in the uninjured optic nerve are outlined with dashed white lines. Scale bars: 100 µm (left image); 50 µm (right-hand images). (G) Quantification of Olig2^+^/DAPI^+^ cells in uninjured (A,B) optic nerves and injured optic nerves 1 day after ONC (Fig. S1) and 2 weeks after ONC (E,F) shows near complete loss of oligodendrocytes in the injury site 1 day after ONC and repopulation of the injury site with oligodendrocytes by 2 weeks after ONC. Data are mean±s.e.m.; *n*=3 or 4 cases for each condition (where each case is an average of three tissue sections). ANOVA with pairwise comparisons by post-hoc LSD, overall *F*=26.6, *P<0.001; N.S., not significant. (H) Quantification of EdU^+^/Olig2^+^/DAPI^+^ cells in uninjured (A,B) optic nerves and in the injury site of injured (2 weeks after ONC, E,F) optic nerves shows nearly fivefold more EdU^+^/Olig2^+^/DAPI^+^ newly born oligodendrocytes in the injury site compared with basal oligodendrocytes turnover in the uninjured optic nerve, indicating that oligodendrocytes that repopulated the injury site by 2 weeks after ONC were born after injury (as EdU injections started after ONC in injured animals and on the same day in uninjured animals, see Materials and Methods). Data are mean±s.e.m.; *n*=3 or 4 cases for each condition [where each case is an average of three tissue sections; *P<0.001 (two-tailed *t*-test)]. (I) Representative images of injured (2 weeks after ONC) optic nerve longitudinal sections immunostained for glial fibrillary acidic protein (GFAP; labels astrocytes) and CC1. The injury site is outlined with dashed white lines. Asterisk indicates crush site. Images on the right are representative confocal images of the injury site showing cellular segregation between GFAP and CC1 signals; counterstained with DAPI to label nuclei. Scale bars: 100 µm (left image); 50 µm (right-hand images).

We further characterized the injury site and expectedly found astrocytes (labeled with the glial fibrillary acidic protein, GFAP), which surrounded oligodendrocyte lineage cells (labeled by CC1, with CC1^+^ and GFAP^+^ cells segregated), within the injury site (Fig. 1I). Morphology of the CC1-labeled oligodendrocyte lineage cells within the injury site (at 2 weeks after ONC) is consistent with morphology of NFOs, including maturing small spidery oligodendrocytes (sSOs) that are primed to myelinate axons (Hines et al., 2015; Duncan et al., 2021). However, myelin basic protein (MBP) mRNA is not yet translated into protein in sSOs and is thus not detected by immunostaining (Kasuga et al., 2019) in Fig. 1F (also see control conditions after ONC in Fig. 2B-G; treatment conditions are described in later sections). These observations are consistent with oligodendrocyte progenitor cells (OPC) being present in the glial scar after injury (O'Shea et al., 2017) and differentiating into CC1^+^ NFOs (Barnabé-Heider et al., 2010), as we show that post-injury born oligodendrocyte lineage cells repopulate the injury site 2 weeks after ONC.

**Fig. 2.**
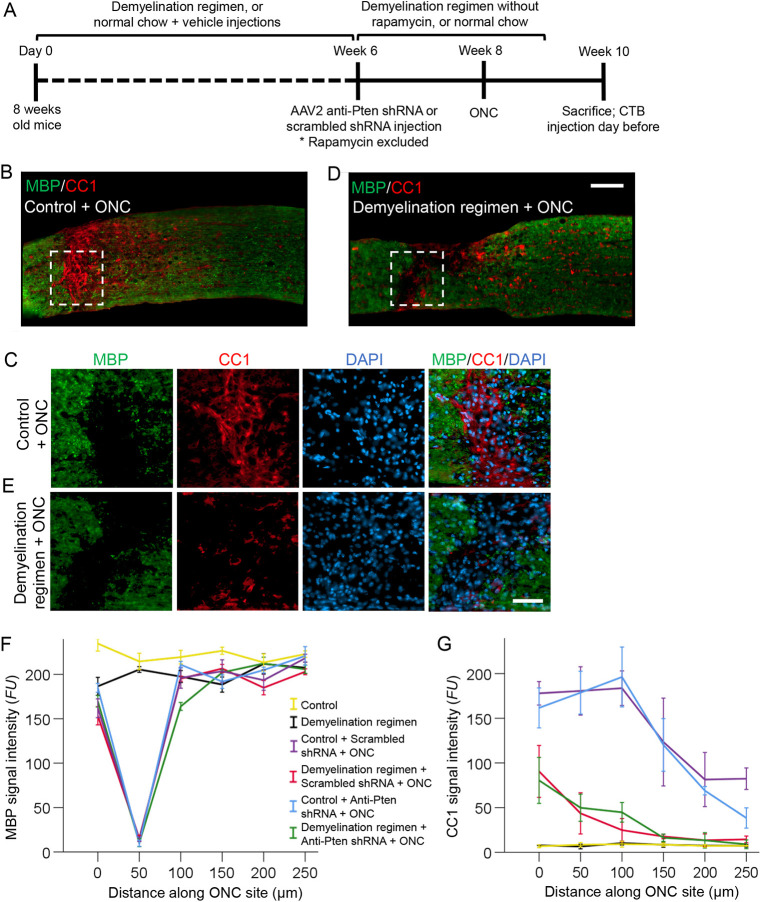
**Loss of myelin in the ONC site and the effects of the demyelination regimen on the optic nerve.** (A) Experimental timeline. Six weeks after starting the demyelination regimen, AAV2 expressing anti-Pten or scrambled control shRNA was injected intravitreally. Two weeks later, ONC was performed and mice were sacrificed 2 weeks after ONC (or 4 weeks after ONC for the data shown in Fig. 7). CTB (an axonal tracer) was injected intravitreally 1 day before sacrifice. Rapamycin was excluded from the demyelination regimen 6 weeks after starting the regimen, and the remaining regimen stopped 1 week before sacrifice. (B-E) Representative images of injured optic nerve longitudinal sections immunostained for CC1 (a mature oligodendrocyte marker), MBP (a myelin marker) and DAPI (a nuclear marker), either without (B,C) or with (D,E) the demyelination regimen. The injury site is outlined with dashed white lines. Scale bars: 100 µm in B,D; 50 µm in C,E. (F,G) Quantification of MBP (F) and CC1 (G) immunofluorescence signal intensity, represented in fluorescent units (FUs), at increasing distances along the optic nerve injury site (the region devoid of MBP and its surroundings, as shown in B-E) or along an equivalent uninjured region, across conditions as marked. Representative images for all the conditions are shown in Fig. S7 (MBP) and Fig. S8 (CC1). Data are mean±s.e.m.; *n*=4 cases for each condition. ANOVA with repeated measures, sphericity assumed, overall *F*=35.0 (MBP) and *F*=3.5 (CC1), *P*<0.001 (MBP) and *P*<0.001 (CC1). *P*-values from pairwise comparisons by post-hoc LSD are shown in Table S1A (MBP) and Table S1B (CC1).

### Spontaneous clearance of myelin debris from the injury site by 2 weeks after ONC

Myelin debris from dead oligodendrocytes, which inhibits axon regeneration (Yiu and He, 2006; Silver et al., 2014), is not cleared rapidly from the ONC injury site. Shortly (at 3 days) after ONC, we found an increase in the MBP signal (due to the accumulation of myelin debris from the dead oligodendrocytes) and a decrease in CC1 signal (due to the death of oligodendrocytes) in the injury site (Fig. 1C,D). Later (at 2 weeks) after ONC, we found apparent loss of myelin in the optic nerve injury site (see control conditions after ONC in Fig. 2B-G; treatment conditions are described in later sections), due to phagocytosing immune cells concentrating there to clear the debris (Andereggen et al., 2015; Sellés-Navarro et al., 2001) (Fig. S3). These immune cells [which infiltrate the injury site (Andereggen et al., 2015) and clear myelin and other debris (Sellés-Navarro et al., 2001)] do not appear to invade more distal nerve regions, where severed axons undergo slow Wallerian degeneration (Kanamori et al., 2012). Accordingly, using scRNA-seq analysis (see detailed discussion of the scRNA-seq experiment in the next section), we found a 14-fold increase in the immune cell population (cluster with cells positive for Iba1, Ohsawa et al., 2000; CD45, Hermiston et al., 2003; and C1qc, Zimmerman et al., 2019) in the injury site 2 weeks after ONC (Fig. 3A-E and Fig. S4A-C). These observations are also consistent with an apparent increase of Iba1^+^ microglia/macrophages density in the injury site (with CC1^+^ and Iba1^+^ cells segregated, as expected), compared with the density of these cells in a region distal to the injury site of the optic nerve (Fig. S3). Spontaneous clearance of myelin debris from within the injury site suggests that it is not a major constituent of the persisting optic nerve glial scar, although the remaining myelin sheath that still wraps the degenerating axons by the injury site, along with myelin debris at the boundary of the glial scar, may hinder axon regeneration (Yiu and He, 2006; Silver et al., 2014).

**Fig. 3.**
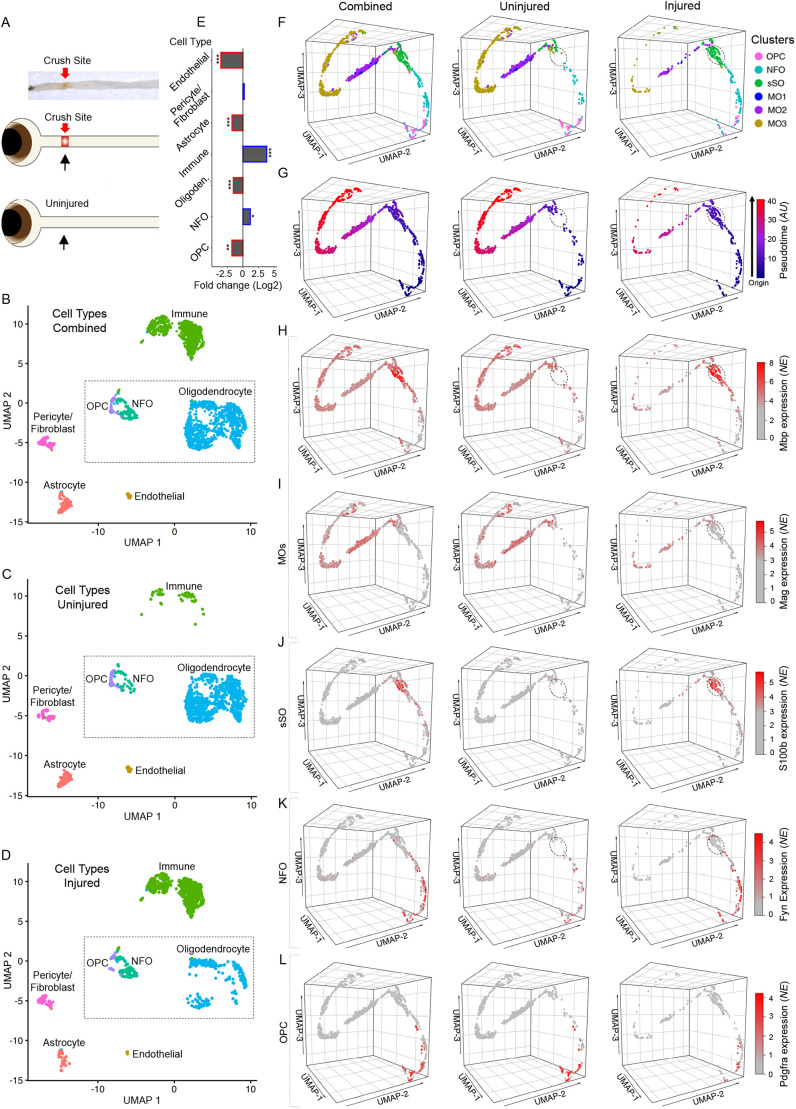
**Single cell transcriptome profiling of oligodendrocyte lineage in the uninjured and injured optic nerves.** (A) Experimental design: (Top panel) a representative image of a resected optic nerve with a red arrow indicating the crush site from where the tissue samples were dissected for scRNA-seq. (Middle and bottom panels) Cartoon representations of the injured and uninjured samples analyzed by scRNA-seq. (B-D) Two-dimensional Uniform Manifold Approximation and Projection (UMAP) of the scRNA-seq-identified cell types from the injured and uninjured optic nerve tissues: combined (in B), uninjured only (in C) and injured only (in D). The groups of cells comprising specific cell types are color coded and labeled. The UMAPs of the expression of the respective markers used to determine the cell types are shown in Fig. S4. The dashed outline indicates oligodendrocyte lineage cells for downstream analyses (in F-L). (E) Fold changes after ONC injury in the populations of cell types that make up the optic nerve tissue, as marked. Fold change significance determined by EdgeR analysis, as indicated (***P<0.001, **P<0.01 and *P<0.05; see Materials and Methods). (F) Cluster analysis (by the Seurat algorithm, see Materials and Methods) of the cell types that make up the oligodendrocyte lineage (OPCs, NFOs and oligodendrocytes; outlined by a dashed line in B-D), represented by three-dimensional (3D) UMAPs for better visualization of all cells combined, uninjured only or injured only. Clusters comprising specific cell types are color coded and annotated, as marked (OPC, oligodendrocyte progenitor cell; NFO, newly formed oligodendrocyte; sSO, small spidery oligodendrocyte; MO, mature oligodendrocyte; the cluster sSO is circled in the UMAPs of uninjured and injured cells in E-L for better visualization). (G) 3D UMAPs of cells that make up the oligodendrocyte lineage (as in F; with all cells combined, uninjured only or injured only) color coded based on pseudotimeline analysis (by the Monocle3 algorithm; AU, arbitrary units; see Materials and Methods), which represents the relative transcriptomic changes progressing along the trajectory of OPCs differentiating into NFOs, then developing into sSOs, and finally maturing into MOs. (H-L) 3D UMAPs of cells that make up the oligodendrocyte lineage (as in F,G; with all cells combined, uninjured only or injured only), showing the expression of gene markers for respective cell types (as marked): MBP (MO and sSO, in H), MAG (MO, in I), S100β (sSO, in J), Fyn (NFO, in K) and Pdgfra (OPC; in L). Scale indicates color-coded normalized expression (NE).

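The scRNA-seq experiment compared the injury site of 5 optic nerves at 2 weeks after ONC with 5 uninjured optic nerves, with 1 library per condition. The authors deposited normalized expression (NE), which is the natural log of 1 plus 10000 times a cell's UMIs of a gene over all its UMIs. The values cover 31053 genes in the barcodes that the authors typed as OPC, NFO or oligodendrocyte, and the other cell types were not analysed here. There were 959 such barcodes in the uninjured library and 410 in the injured library. The UMIs behind the NE values were recovered as whole numbers, within 0.001, in 100% of the barcodes. An uninjured barcode had a median of 2782 UMIs (range 291 to 34653) and an injured barcode a median of 1304.5 UMIs (range 502 to 58568). The barcodes of both libraries were clustered together with Seurat, and the subdivision of the oligodendrocytes was rebuilt from these clusters, since the paper's own cluster labels for sSOs and MOs were not used here. In 1 cluster of oligodendrocytes, called cluster 3 from here on, the mean NE of S100b was above that of Mag, and this rule was chosen after seeing the data. Oligodendrocytes outside cluster 3 are called other oligodendrocytes. With 1 library per condition, the differences have no replicate check. All intervals are 95% intervals that cover counting error only, exact binomial for shares of barcodes and exact Poisson for summed UMIs.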

### Changes in oligodendrocyte lineage cell subpopulations in the glial scar revealed by scRNA-seq

These data are consistent with the scRNA-seq analysis of the injury site after ONC, which showed a threefold decrease in the already small (relative to other optic nerve cell types) population of Pdgfra^+^ OPCs (Pdgfra is a marker for OPCs) (Marques et al., 2018), along with a significant decrease in the mature oligodendrocyte (MO) population (Fig. 3A-E and Fig. S4D-G). However, in the injury site after ONC, Fyn^+^ NFOs (Fyn is a marker for NFOs) (Osterhout et al., 1999; Zhang et al., 2014) increased significantly (Fig. 3A-E and Fig. S4H) and MBP^+^/S100β^+^/MAG^−^ oligodendrocytes primed to myelinate axons had emerged (encircled in Fig. 3F-K). These post-injury emerging oligodendrocyte lineage cells are negative for the MO marker MAG, but are positive for S100β, which (in addition to astrocytes) is expressed in OPCs and maturing NFOs until they contact axons and consequently downregulate S100β as they progress towards full maturation (Deloulme et al., 2004; Harlow et al., 2014) (Fig. 3F-K). These post-injury-emerging lineage cells express MBP mRNA (encircled in Fig. 3H), consistent with the CC1^+^ maturing sSOs accumulating MBP mRNA before beginning its translation into protein, which becomes detectable by immunostaining at a later stage of oligodendrocytes maturation (Kasuga et al., 2019). 

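Pdgfra (ENSMUSG00000029231) lies on chromosome 5 of GRCm38 from 75152292 to 75198215. The authors' OPC type held 58 barcodes in the uninjured library and 17 in the injured library, a log2 change of -1.77. As a share of the lineage barcodes, OPCs made up 6.05% (interval 4.62 to 7.75) in the uninjured library and 4.15% (2.43 to 6.56) in the injured library, intervals that overlap. The oligodendrocyte type held 857 and 293 barcodes, a log2 change of -1.55. Its share of the lineage was 89.4% (87.2 to 91.2) without injury and 71.5% (66.8 to 75.8) after ONC. Under a stricter filter, with at least 500 genes and at most 10% mitochondrial UMIs per barcode, the log2 change was -1.79 for OPCs and -2.06 for oligodendrocytes. When barcodes were instead assigned by fixed marker lists, 70 uninjured and 37 injured barcodes were OPCs, a log2 change of -0.92, and their share of the lineage was higher after ONC (7.30% and 9.02%). The change for oligodendrocytes was then -1.38.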

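Fyn (ENSMUSG00000019843; chromosome 10 of GRCm38, 39368855 to 39565381) had a mean NE of 1.30 in uninjured and 2.27 in injured NFO barcodes, against 0.314 in other injured oligodendrocytes. The NFO type held 44 uninjured and 100 injured barcodes, a log2 change of 1.18. NFOs were 4.59% (3.35 to 6.11) of the uninjured lineage and 24.4% (20.3 to 28.8) of the injured lineage, an increase of 19.8 percentage points. When each barcode was instead assigned by the highest mean of fixed OPC, NFO and oligodendrocyte marker lists, 10 uninjured and 35 injured barcodes were NFOs and the increase was 7.49 points. Malat1, a nuclear RNA, was under 0.5% of the UMIs in 63.6% of uninjured and 77% of injured NFO barcodes. Barcodes with a UMI of Mbp and of S100b and none of Mag were 53 of 959 (5.53%) without injury and 118 of 410 (28.8%) after ONC. Of the 118, 75 lay in cluster 3, 39 were NFOs and 4 were OPCs. The combination was also found in 41.4% of uninjured and 23.5% of injured OPC barcodes, which had median depths of 2290 and 4120 UMIs. Requiring at least 2 UMIs of Mbp and of S100b for their presence, with Mag still at 0, lowered the increase from 23.3 to 17.5 percentage points.

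**Figure D1:**
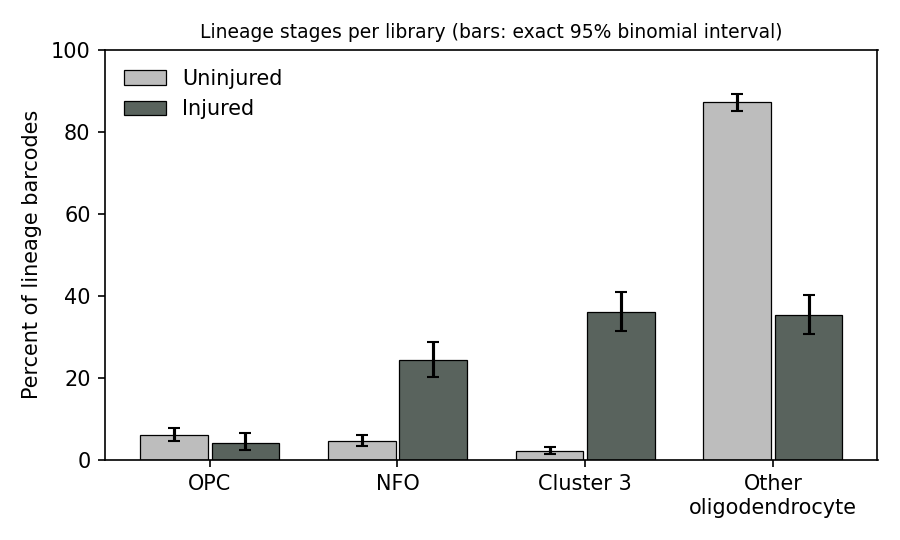
Percent of the lineage barcodes of each library (vertical axis) in each stage, as bars from 0 with exact 95% binomial intervals, for the uninjured library (959 barcodes) and the injured library (410 barcodes). NFO and cluster 3 are the 2 stages with a higher share in the injured library.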

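S100b (ENSMUSG00000033208) lies on chromosome 10 of GRCm38 from 76253853 to 76261159, and Mag (ENSMUSG00000036634) on chromosome 7 from 30899176 to 30914873. In the injured library, a UMI of S100b was found in 80.4% (73.1 to 86.5) of the 148 cluster 3 barcodes, and a UMI of Mag in 36.5% (28.7 to 44.8). Mbp and S100b without Mag were found in 50.7% (42.3 to 59.0) of them. The median depth in injured cluster 3 was 714 UMIs. Other injured oligodendrocytes, with a median of 12504 UMIs, had S100b in 78.6% and Mag in 97.2% of barcodes. Mag was also found in 35.3% (14.2 to 61.7) of the 17 injured OPC barcodes, whose median depth was 4120 UMIs. Per barcode, injured cluster 3 held 0.743 Mag UMIs and injured OPCs 0.353, a ratio of 2.11 (0.937 to 5.86), an interval that spans 1. In barcodes thinned to 500 UMIs, Mag was found in 27.0% (20.1 to 34.9) of cluster 3 and in 0% (0 to 19.5) of the OPCs. Without thinning, its CPM was 871 (716 to 1049) in cluster 3 and 51.0 (18.7 to 111) in the OPCs. Free RNA as a source of part of the Mag in cluster 3 stays open. S100b stood at 5.23 UMIs per barcode in injured cluster 3 and 3.53 in injured OPCs, which the paper names among the cells that express it. Since S100b and Mag define cluster 3, their levels in it follow in part from the rule.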

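Mbp (ENSMUSG00000041607; chromosome 18 of GRCm38, 82475146 to 82585637) was found in 144 of the 148 injured cluster 3 barcodes. The CPM of its summed UMIs was 70715 (interval 69256 to 72197) in injured cluster 3, 4505 in injured NFOs and 4944 in other injured oligodendrocytes. In uninjured cluster 3 it was 21493. Injured OPCs held 2.12 Mbp UMIs per barcode and injured cluster 3 held 60.4, a ratio of 28.5 (20.6 to 40.7).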

The CC1^+^ maturing sSOs were also negative for MBP protein by immunostaining of the injury site (see control conditions after ONC in Fig. 2B-G; treatment conditions are described in later sections). 

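Clustering of the lineage at resolution 0.8 on 10 principal components gave 9 clusters. Cluster 3 took 20 uninjured oligodendrocytes, 2.09% (1.28 to 3.20) of the uninjured lineage, and 148 injured oligodendrocytes, 36.1% (31.4 to 41.0) of the injured lineage. The 10 genes with the highest fold of mean CPM over the other clusters were Lyz2 (14.9), Ctss (11.9), Trp53inp2 (11.9), Cenpb (11.4), Spp1 (10.9), Apoe (8.91), S100b (7.39), Mbp (7.21), Sparc (5.66) and Map4 (5.46). Lyz2 and Spp1 are on the fixed list of macrophage and monocyte markers and Mbp is on the oligodendrocyte list, so the cluster was left unnamed. Of the 12 Schwann cell markers tested, 0 were found in at least 25% of its barcodes. Of the 10 oligodendrocyte markers 9 were, of the 9 immune markers 0 and of the 9 NFO markers 1. Lyz2 and Spp1, which are not on the immune list, were each found in 28.4% of the cluster 3 barcodes. Of its uninjured barcodes, 25% had an S100b UMI and 80% a Mag UMI, and 0 of 20 had the combination of Mbp and S100b without Mag. Without regression of mitochondrial, cell cycle and sex genes, the corresponding cluster held 153 injured and 0 uninjured barcodes. In the main clustering, 82.4% of injured cluster 3 barcodes had under 0.5% of their UMIs from Malat1, against 0% of its uninjured barcodes.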

The post-injury-emerging sSOs bioinformatically grouped into a discrete subpopulation of developing oligodendrocytes (green cluster labeled sSO in Fig. 3F), that was absent in the uninjured optic nerve. 

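Barcodes with Mbp and Mag but without S100b were 417 of 837 uninjured other oligodendrocytes, 49.8% (46.4 to 53.3), and 26 of 145 injured ones, 17.9% (12.1 to 25.2). Detection of S100b depends on depth, and these injured barcodes were the deeper ones, with a median of 3851 genes against 1448. When every barcode was thinned to 500 UMIs, the shares were 63.7% (60.3 to 67.0) and 53.8% (45.3 to 62.1). The same combination was found in 3.45% of uninjured and 17.6% of injured OPC barcodes before thinning, and in 1 of 56 and 0 of 17 after it.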

A small fraction of the MBP^+^/S100β^−^/MAG^+^ MOs is also present in the injury site (Fig. 3F-J). Accordingly, the pseudotimeline trajectory shows the progression from OPCs into NFOs and then into the primed-to-myelinate MBP_mRNA^+^_:_protein^−^_/S100β^+^/MAG^−^ sSOs, and finally into the fully mature MBP+/S100β−/MAG+ oligodendrocytes (Fig. 3F,G).

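Pseudotime was computed with the diffusion method of scanpy, rooted in the OPCs, in place of Monocle3. On 10 components, the median pseudotime of both libraries together was 0.194 in OPCs, 0.462 in NFOs, 0.739 in cluster 3 and 0.808 in other oligodendrocytes. The middle 50% of the barcodes ran from 0.728 to 0.761 in cluster 3 and from 0.781 to 0.849 in other oligodendrocytes. On 20 components the medians were 0.0658, 0.405, 0.605 and 0.675 in the same order of stages. Other oligodendrocytes reached a median of 0.928 in the injured library and 0.801 in the uninjured library. The stages differ in depth, and in a shallow barcode free RNA can make a larger share. Pseudotime reads both as well, and they were not separated from maturation.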

In the uninjured optic nerve, there are significantly fewer NFOs, and the intermediate MBP_mRNA^+^_:_protein^−^_/S100β^+^/MAG^−^ sSO subpopulation of oligodendrocytes is nearly absent, compared with the injured optic nerve. 

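The stages differed in sequencing depth and in nuclear RNA. Uninjured NFOs had a median of 1259.5 UMIs per barcode and injured NFOs 1258.5. The medians were alike, but the deepest barcodes were not, with 13369 and 29396 UMIs. Cluster 3 was shallower, with medians of 741 and 714 UMIs. Other oligodendrocytes were deeper, with a median of 3127 UMIs already without injury. Malat1 (ENSMUSG00000092341; chromosome 19 of GRCm38, 5795690 to 5802672) took a median of 0.154% of the UMIs in uninjured and 0.112% in injured NFO barcodes. It took 2.24% and 0.179% in cluster 3, and 5.37% and 3.47% in other oligodendrocytes. OPCs had 8.34% and 4.33%.

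**Figure D2:**
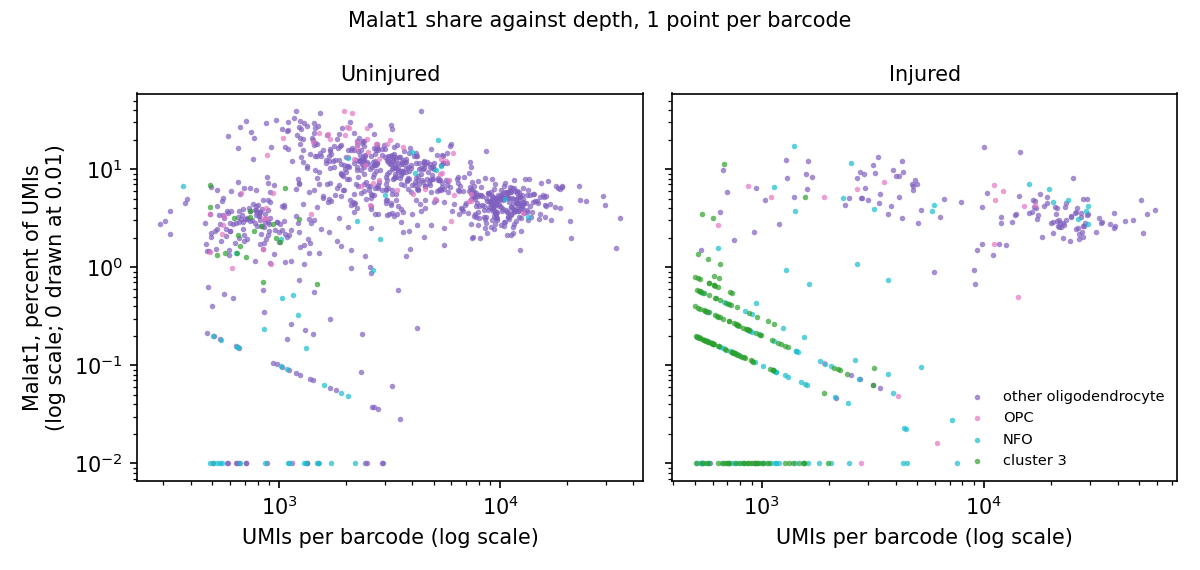
Malat1 as a percent of the UMIs of each barcode (vertical log axis, with 0 drawn at 0.01) against the UMIs of the barcode (horizontal log axis), 1 point per barcode coloured by stage, for the uninjured (left) and the injured library (right). Injured cluster 3 barcodes lie mostly under 0.5%, while other oligodendrocytes of both libraries lie mostly above it.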

Physiological turnover rate of the oligodendrocytes is low (Young et al., 2013; Tripathi et al., 2017), and the existence of different MO subtypes in the uninjured optic nerve is consistent with the segregation of MOs into subtypes in other CNS regions (Marques et al., 2016). In the injury site, however, there is only a small subpopulation of the fully mature MBP^+^/S100β^−^/MAG^+^ oligodendrocytes, which likely includes mostly the post-injury born oligodendrocytes that matured fully and, perhaps, only some of those that survived the injury (Fig. 3F-J). This observation is consistent with almost no surviving oligodendrocytes being detected in the injury site shortly after injury (1 day after ONC) (Fig. S1), whereas by 2 weeks after injury newly born oligodendrocytes lineage cells repopulate the injury site (compared with uninjured optic nerve; Fig. 1A,B,E-H). 

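Other oligodendrocytes numbered 837 in the uninjured library and 145 in the injured library, 5.77-fold fewer. They were 87.3% (85.0 to 89.3) of the uninjured lineage and 35.4% (30.7 to 40.2) of the injured lineage. Of the 145, 81 made up cluster 6, which held no uninjured barcode, and 35 lay in cluster 8 beside 4 uninjured barcodes. Another 15, 6, 2 and 5 lay in clusters 0, 1, 2 and 5 beside 278, 237, 176 and 142 uninjured oligodendrocytes, and 1 lay in cluster 4. Cluster 6 had a median of 22781 UMIs, and a cluster from a single library can reflect that library as well as the injury. Its leading genes were Mmp11 (24.1-fold over the other clusters), Steap3 (21.7-fold), Tmem210 (19.4-fold) and Klk8 (16.0-fold). All 10 of the oligodendrocyte markers tested were detected in at least 25% of the cluster 6 barcodes.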

Taken together, the immunohistological and scRNA-seq data suggest a decrease in the MO population after ONC, with only a small fraction of the injured oligodendrocytes surviving, an increase in the NFOs and the emergence of post-injury born oligodendrocyte lineage cells in the glial scar by 2 weeks after ONC.

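In each library the paper analysed 1248 cells of all types. Lineage barcodes were 76.8% (74.4 to 79.2) of these in the uninjured library and 32.9% (30.2 to 35.5) in the injured library. OPCs fell from 4.65% to 1.36% of the cells, and oligodendrocytes from 68.7% to 23.5%. NFOs rose from 3.53% (2.57 to 4.70) to 8.01% (6.57 to 9.66), and cluster 3 reached 11.9% (10.1 to 13.8) in the injured library. A share of all cells also falls when cells of another type are added. From the lower number of MOs, the higher number of NFOs and the sSO cluster in the injured library, together with its immunostaining, the paper proposes that few oligodendrocytes survive ONC and that lineage cells born after the injury appear in the glial scar.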

### Combining cuprizone-induced demyelination and traumatic optic nerve injury

In studies of multiple sclerosis, a cuprizone diet injures or kills oligodendrocytes, thereby causing demyelination (Matsushima and Morell, 2001; Bénardais et al., 2013). Because the optic nerve is one of the CNS regions that is least susceptible to cuprizone-induced demyelination (Kojima and Hayashi, 2018; Yang et al., 2009), we added rapamycin injections, which reduce spontaneous remyelination, resulting in an overall greater level of demyelination (Ohno et al., 2014; Sachs et al., 2014). After the demyelination regimen is stopped, oligodendrocytes remyelinate axons (Ohno et al., 2014; Sachs et al., 2014). Because rapamycin may reduce axon regeneration after injury (Park et al., 2008), we discontinued rapamycin injections 2 weeks before ONC (Nalbandian et al., 2015; Supko and Malspeis, 1994) (experimental timeline in Fig. 2A). Because remyelination becomes detectable only about 1 week after discontinuation of the cuprizone diet (Ohno et al., 2014; Sachs et al., 2014), we stopped the diet 1 week before euthanizing the animals. After ONC, RGC-specific knockdown (KD) of Pten (see Materials and Methods and Fig. S5) was used to stimulate a subset of RGCs to regrow axons beyond the glial scar and over myelin (Park et al., 2008; Kim et al., 2018; Yungher et al., 2015).

### Effect of demyelination regimen on traumatically injured optic nerve

The effect of demyelination regimen was consistent with previous reports, as it led to robust loss of myelin in the corpus callosum, as shown by a decrease of MBP levels (Kirkpatrick et al., 2001) along the tracts (Fig. S6A,C) and in oligodendrocytes, the somas of which are labeled by immunostaining for CC1 (Bin et al., 2016; Chamberlain et al., 2017; Okazaki et al., 2016; Stone et al., 2017) (Fig. S6B,D). A greater loss of myelin in the corpus callosum compared with the optic nerve after demyelination diet was previously attributed to the optic nerve being more resistant to cuprizone (Gudi et al., 2009; Yang et al., 2009; Kojima and Hayashi, 2018). We also observed only a 10% (*P*<0.01) decrease in the MBP signal after the cuprizone diet in the uninjured optic nerve, as well as in the uninjured segment of the injured optic nerve distal to the ONC site (where the disconnected by injury axonal segments are degenerating). Within the ONC injury site (where the glial scar forms by 2 weeks after ONC), however, loss of MBP signal was apparent even without a demyelination regimen (Fig. 2B-F, Fig. S7 and Table S1A), consistent with phagocytosing immune cells concentrating there to clear debris (Andereggen et al., 2015; Sellés-Navarro et al., 2001) (as discussed above, Fig. S3). It is possible that the differences in efficiency of myelin debris clearance between corpus callosum and the optic nerve may underlie their differential response to the cuprizone diet.

### Post-injury born oligodendrocyte lineage cells in the glial scar are susceptible to the demyelination regimen

We hypothesized that the demyelination regimen would diminish the interaction of the regenerating axons with post-injury born oligodendrocytes in the glial scar, as the demyelination regimen may injure and kill oligodendrocytes (Matsushima and Morell, 2001; Bénardais et al., 2013). By injuring NFOs, the demyelination regimen may also reduce and delay the formation of new myelin in the injury site (and possibly beyond) regardless of the extent to which it clears the pre-existing myelin and its debris. We found that the demyelination regimen indeed reduced the presence of the post-injury born CC1^+^/MBP_protein^−^_ oligodendrocytes (with extended soma and spreading processes characteristic of NFOs) within the glial scar, whereas the presence of CC1-labeled oligodendrocytes (with soma morphology characteristic of mature oligodendrocytes) in the distal to injury optic nerve region did not appear to change (Fig. 2B-G, Fig. S8 and Table S1B). Consistent with cuprizone being selectively toxic to oligodendrocytes (Bénardais et al., 2013), the demyelination regimen did not appear to decrease Pdgfra-labeled OPCs or CSPG labeling in the injury site (Fig. S9). Thus, post-injury born oligodendrocyte lineage cells in the glial scar are more susceptible to the demyelination regimen compared with those distal to the injury site located in the uninjured environment (and compared with mature oligodendrocytes in uninjured control optic nerves; Fig. 1A-C, Fig. 2G and Fig. S8).

By 2 weeks after ONC, pre-injury myelin is cleared from the injury site (even without the demyelination regimen) to the extent that MBP is barely detectable by immunostaining, while post-injury born oligodendrocyte lineage cells repopulate the injury site (Fig. 2B-F, Fig. S7 and Table S1A). Therefore, an environment such as the ONC injury site provides a unique opportunity to visualize, by immunostaining, whether the axons that are experimentally stimulated to regenerate are interacting with oligodendrocytes in the injury site as they attempt to myelinate them before the axons reach their post-synaptic targets in the brain. We have previously shown that axons that are experimentally stimulated to regenerate, stall growth before reaching their targets, even at 6 weeks after injury (Trakhtenberg et al., 2017b). Thus, to allow new myelin to accumulate sufficiently for detection by immunostaining for MBP, we analyzed the injury site 6 weeks after ONC and Pten KD-stimulated axon regeneration. Consistent with previous reports (Marin et al., 2016), confocal analysis showed the MBP signal associated with (and lining) the regenerating axons in the injury site, where MBP detection by immunostaining was otherwise bordering on noise (Fig. 4A-D).

**Fig. 4.**
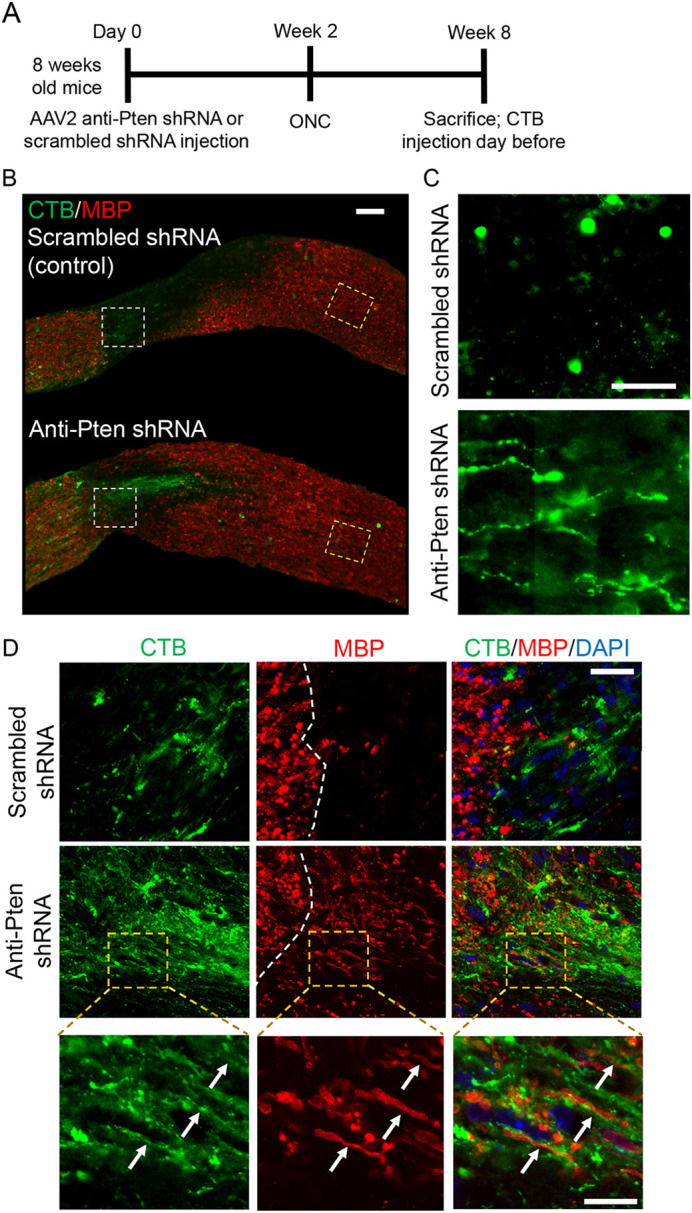
**Myelin processes in the injury site are lining the regenerating axons.** (A) Experimental timeline. AAV2 expressing anti-Pten or scrambled control shRNA was injected intravitreally. Two weeks later, ONC was performed and mice were sacrificed 6 weeks afterwards. CTB (an axonal tracer) was injected intravitreally 1 day before sacrifice. (B) Representative images of the optic nerve longitudinal sections immunostained for CTB and MBP 6 weeks after ONC, pre-treated with either AAV2 expressing scrambled shRNA (control) or anti-Pten shRNA. The injury site is outlined with a dashed white line. Scale bar: 100 µm. (C) Zoomed-in images (outlined in yellow dashed lines in B) show termination of stalled Pten KD-stimulated regenerating axons at longer distances (1.5 mm from the ONC site; lower panel), which are otherwise masked by merged MBP signal in B*.* There are no regenerating axons in control (upper panel). Exposure of the images in C was digitally increased for better visualization of the regenerating axons. Scale bar: 50 µm. (D) Representative confocal images of the areas outlined by white dashed lines in B show colocalization of MBP with the Pten KD-stimulated regenerating axons growing through the injury site (middle row)*.* There are no regenerating axons or MBP in the control injury site (top row). The dashed white line indicates the beginning of the injury site (which is on the right). Images in the bottom row show myelin processes lining the regenerating axons visualized by CTB (arrows). Scale bars: 50 µm (top and middle rows); 20 µm (bottom row).

### The demyelination regimen decreases interactions between the regenerating axons and oligodendrocyte myelin in the glial scar, and enhances axon regeneration

Next, we evaluated the effect of the demyelination regimen on axon regeneration and found significantly longer Pten KD-stimulated regenerating axons compared with Pten KD alone; even without Pten KD, some axons regenerated, albeit over a short distance (Fig. 5A-C and Fig. S2A). There was also a modest positive effect on RGC survival (Trakhtenberg et al., 2017b; Rodriguez et al., 2014) in the Pten KD/cuprizone combination compared with Pten KD alone or control (Fig. 6A,C and Table S3A). In this assay, axon regeneration is typically assessed 2 weeks after ONC, and RGCs that respond to Pten KD regenerate axons during this time-window (Yungher et al., 2015; Trakhtenberg et al., 2017b). However, this time window was insufficient for myelin on the nascent regenerated segments of the axons to accumulate to a level that is unambiguously detectable by immunostaining for MBP. By immunostaining optic nerve sections, we found that MBP was detectable on the regenerating axons without a cuprizone diet 4 weeks after ONC (Fig. 7A,C). Although the MBP signal at 4 weeks was not as robust as at 6 weeks after ONC (Fig. 4D), mice cannot be sustained on a cuprizone diet for that long because of its toxicity. Thus, as mice needed to undergo pre-treatment with the cuprizone diet in order to assess its effect on oligodendrocyte myelin interactions with the regenerating axons, we were only able to sustain mice on a cuprizone diet for up to 4 weeks after ONC. Using this approach, we found that the demyelination regimen indeed decreased oligodendrocyte myelin, and the interaction of myelin processes with the regenerated axons, in the injury site (Fig. 7).

**Fig. 5.**
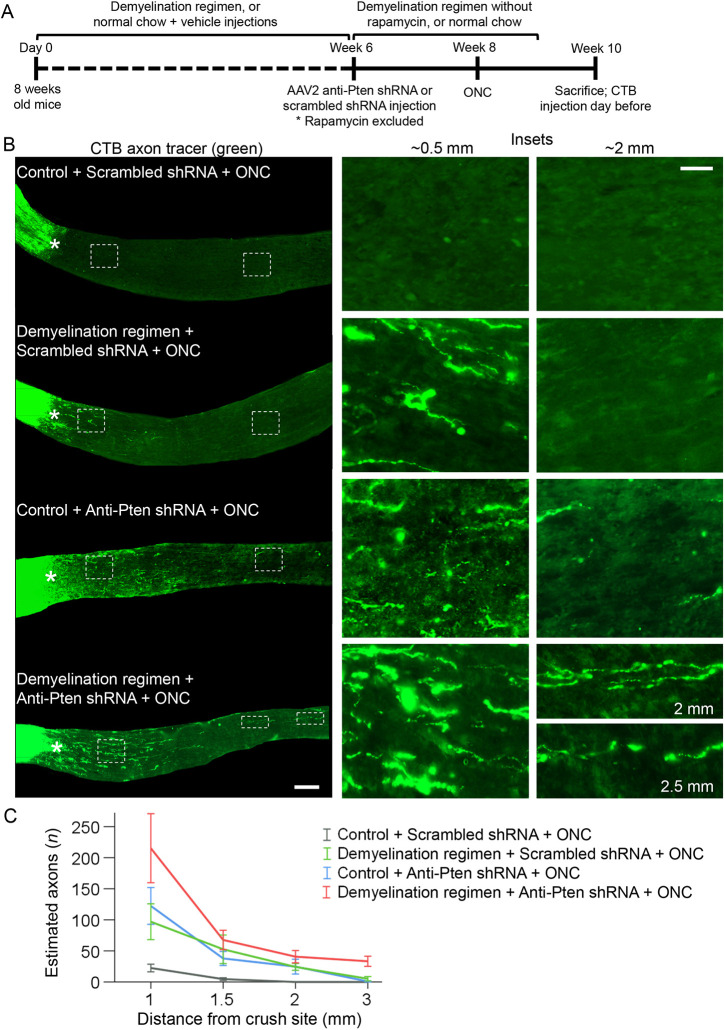
**A demyelination regimen in combination with Pten KD promotes significantly longer axon regeneration than each treatment alone.** (A) Experimental timeline. At 6 weeks after starting the demyelination regimen (or continuing on a normal chow diet in the control group) AAV2 expressing anti-Pten or scrambled control shRNAs were injected intravitreally. Two weeks later, ONC was performed and mice were sacrificed 2 weeks afterwards. CTB (axonal tracer) was injected intravitreally 1 day before sacrifice. Rapamycin was excluded from the demyelination regimen 6 weeks after starting the regimen, and the remaining regimen was stopped 1 week before sacrifice. (B) Representative images of the longitudinal optic nerve sections with CTB-labeled axons 2 weeks after ONC and pre-treatment conditions, as indicated. Asterisks indicate the crush sites. Images on the right show regions proximal and distal to the injury site that are magnified for better visualization of regenerating axons or their absence in control. Scale bars: 300 µm (left); 100 µm (right). (C) Quantification of regenerating axons visualized by CTB 2 weeks after ONC at increasing distances from the injury site across various conditions, as marked and shown in A. Data are mean±s.e.m. (*n*=5 cases for each condition). ANOVA with repeated measures, sphericity assumed, overall *F*=8.0, *P*<0.001; *P*-values of pairwise comparisons by post-hoc LSD are shown in Table S2A.

**Fig. 6.**
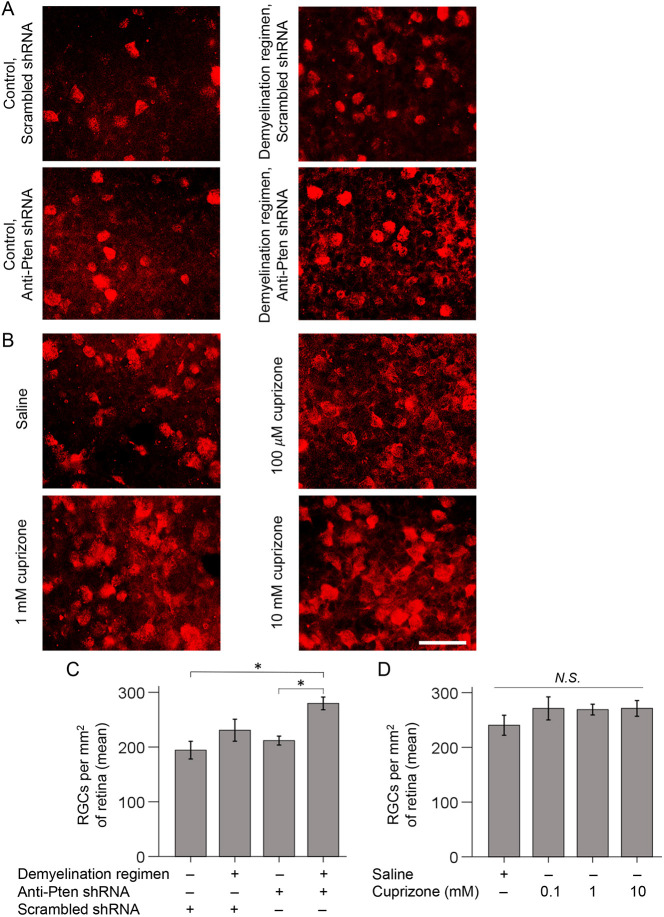
**A demyelination regimen in combination with Pten KD promotes RGC survival.** (A,B) Representative images of RBPMS-labeled RGCs in flat-mounted retinas 2 weeks after ONC and pre-treatment (A) or post-injury treatment (B) conditions, as marked (experimental timeline in Fig. 5A). Scale bar: 50 µm. (C,D) Quantification of RGC survival in retinal flat-mounts immunostained for the RGC marker RBPMS 2 weeks after ONC and pre-treatment (C) or post-injury treatment (D) conditions, as indicated. Data are mean±s.e.m. (*n*=4 or 5 cases for each condition). By ANOVA, overall *F*=3.81 (C) and *F*=0.84 (D), *P*<0.03 (C) and *P*<0.50 (D); *P*-values of pairwise comparisons by post-hoc LSD are shown in Tables S3A (C) and S3B (D). *P<0.02; N.S., not significant. Mice at the time of injury were 1 month younger for the intravitreal injection of treatments experiment (10 weeks old was typical for this assay), compared with the demyelination regimen experiment, which required prolong pre-treatment with the diet. A slightly higher RGC survival baseline in the intravitreal injection experiment compared with control used in the demyelination regimen experiment is consistent with mice being older in the latter, because older animals typically have more severe deficits after CNS injury.

**Fig. 7.**
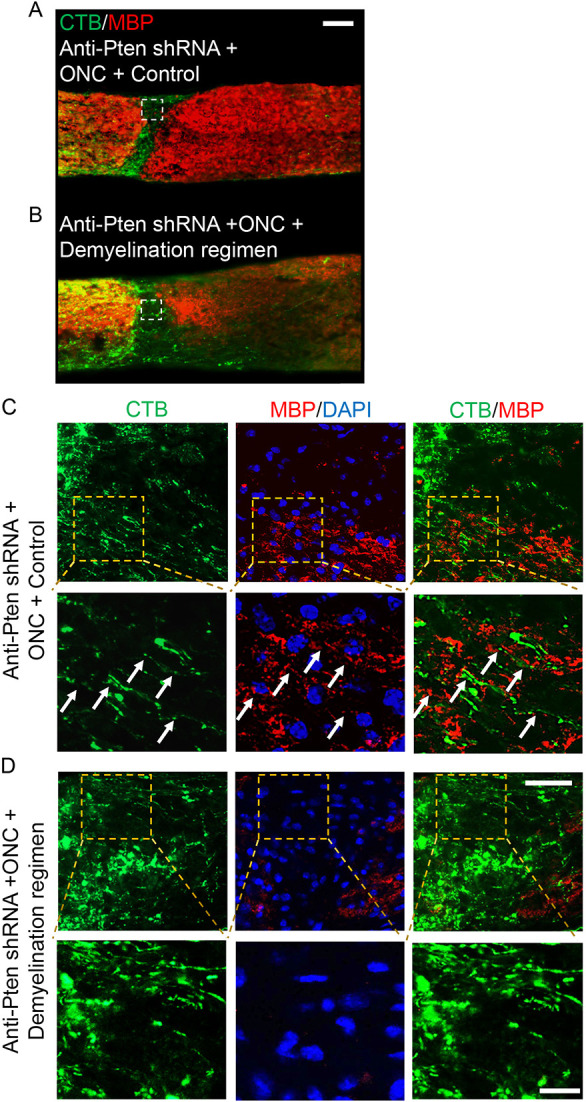
**A demyelination regimen prevents interaction of myelin processes with the regenerating axons in the injury site.** (A,B) Representative images of optic nerve longitudinal sections immunostained for MBP and CTB 4 weeks after ONC, pre-treated with AAV2 expressing anti-Pten shRNA, and either on a normal (A) or cuprizone (B) diet. The injury site is indicated by dashed white lines. Scale bar: 100 μm. (C,D) Representative confocal images of the injury site regions (outlined with white dashed lines in A,B) show Pten KD-stimulated regenerating axons growing through the injury site and interacting with myelin processes when on a normal diet (C) but not when on a cuprizone diet (D). Lower panels in C and D show the regions outlined with yellow dashed lines (upper panels) containing the regenerating axons visualized by CTB colocalizing with MBP signal (arrows in C) or the regenerating axons visualized by CTB with no adjacent MBP signal (D). Scale bars: 50 μm (top row); 20 μm (bottom row).

### Localized treatment with cuprizone promotes axon regeneration

We then asked whether a localized treatment with cuprizone facilitates axon regeneration without rapamycin and without pre-treatment (i.e. cuprizone diet prior to injury). Although (in contrast to continuous long-term administration through cuprizone diet) localized treatment is injected only once into the eye, the advantage of this is that it enables a higher concentration of cuprizone (which remains within the eye after intravitreal injection and defuses into the adjacent ONC site though the optic nerve head) to target the oligodendrocytes in the injury site without eliciting systemic toxicity. This would not be possible to achieve through the cuprizone diet, as the animals would die rapidly if systemically exposed to such a high concentration of cuprizone. Thus, a localized intravitreal injection of cuprizone was performed immediately after ONC, with 3 µl of 100 µM, 1 mM and 10 mM solutions. Two weeks after injury, all treatment groups showed a trend towards axon regeneration, but only the 1 mM dose was significant (Fig. 8A-D and Table S2B). The trend towards a positive effect on RGC survival was not significant (Fig. 6B,D and Table S3B). Our findings are consistent with previous reports that even untreated RGCs attempt, but fail, to regenerate injured axons (Sellés-Navarro et al., 2001), as hindering the interaction of the regenerating axons with oligodendrocytes (which are mostly post-injury born) in the glial scar facilitated axonal growth. These findings are also consistent with the intrinsic axon growth capacity of RGCs declining as they mature (Moore et al., 2009), because stimulating the intrinsic mechanism of axon regeneration by Pten KD in a combination with the demyelination regimen led to more robust axon regeneration than either treatment alone.

**Fig. 8.**
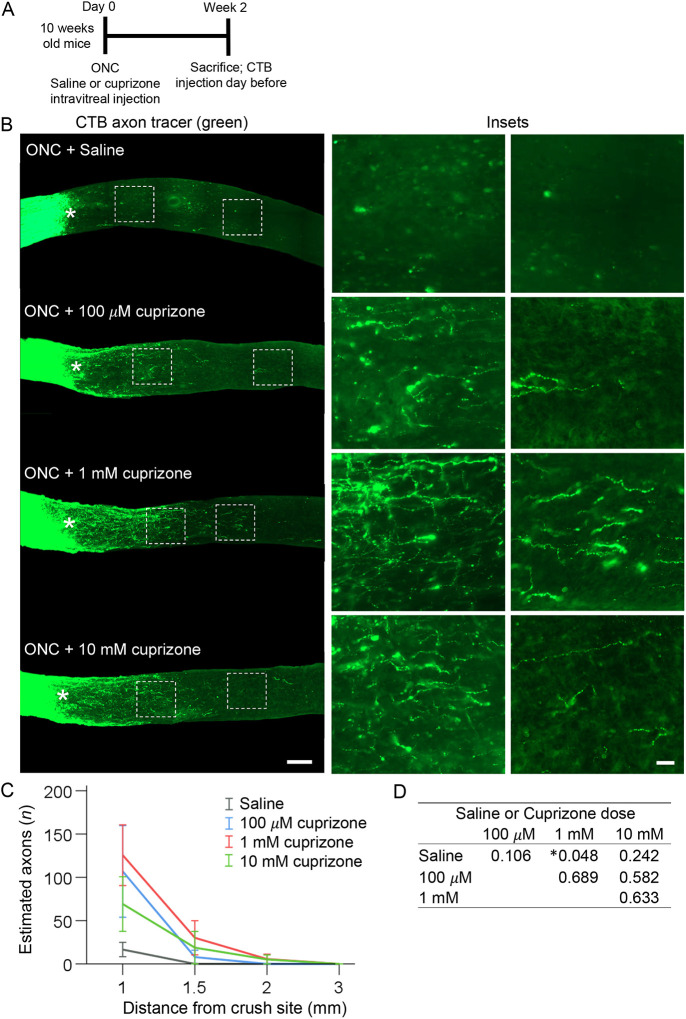
**Intravitreal injection of cuprizone after ONC promotes axon regeneration.** (A) Experimental timeline. Cuprizone or saline were injected intravitreally immediately after ONC in 10-week-old mice and 2 weeks later mice were sacrificed. CTB (an axonal tracer) was injected intravitreally 1 day before sacrifice. (B) Representative images of longitudinal optic nerve sections showing CTB-labeled axons 2 weeks after ONC, treated immediately after injury with a single intravitreal injection of vehicle or cuprizone at different concentrations, as marked. Asterisks indicate crush sites. Images on the right are of regions distal to the injury site magnified for better visualization of regenerating axons or their absence in control. Scale bars: 300 µm (left); 50 µm (right). (C,D) Quantification of regenerating axons visualized by CTB 2 weeks after ONC at increasing distances from the injury site across various conditions, as marked and shown in A. Data are mean±s.e.m. (*n*=5 cases per condition) (C). ANOVA with repeated measures, sphericity assumed, overall *F*=2.9, *P<0.03; *P*-values of pairwise comparisons by post-hoc LSD (D) are shown in detail in Table S2B.

### Cuprizone does not act on RGCs directly or stimulates intraocular inflammation

To test whether cuprizone can act on RGCs directly to affect their axon growth, we incubated adult RGCs, isolated by immunopanning for Thy1, for 5 days in culture in a defined growth medium (Trakhtenberg et al., 2014; see Materials and Methods) with varying concentrations of cuprizone. Cuprizone was not toxic to RGCs, but did not promote axon growth either (Fig. S10). To test whether cuprizone stimulates intraocular inflammation, which promotes axon regeneration (Andereggen et al., 2015), we examined the retinas for inflammatory fibrotic scarring and immunostained for Iba1 (microglia/macrophage marker) after single intravitreal injection of cuprizone (1 mM), zymosan (which promotes axon regeneration through stimulating intraocular inflammation; Andereggen et al., 2015) or PBS. We found evidence of inflammatory fibrotic scarring in zymosan-, but not PBS- or cuprizone-, treated groups (Fig. 9A). We also found significant increase in microglia/macrophage number per retina and area per cell (as activated microglia/macrophage change morphologically) in the zymosan-treated group, but no change in either parameter in the cuprizone-treated group, compared with the PBS control treated group, was found (Fig. 9B-D). These data demonstrate that cuprizone-promoted axon regeneration was not due to inflammation.

**Fig. 9.**
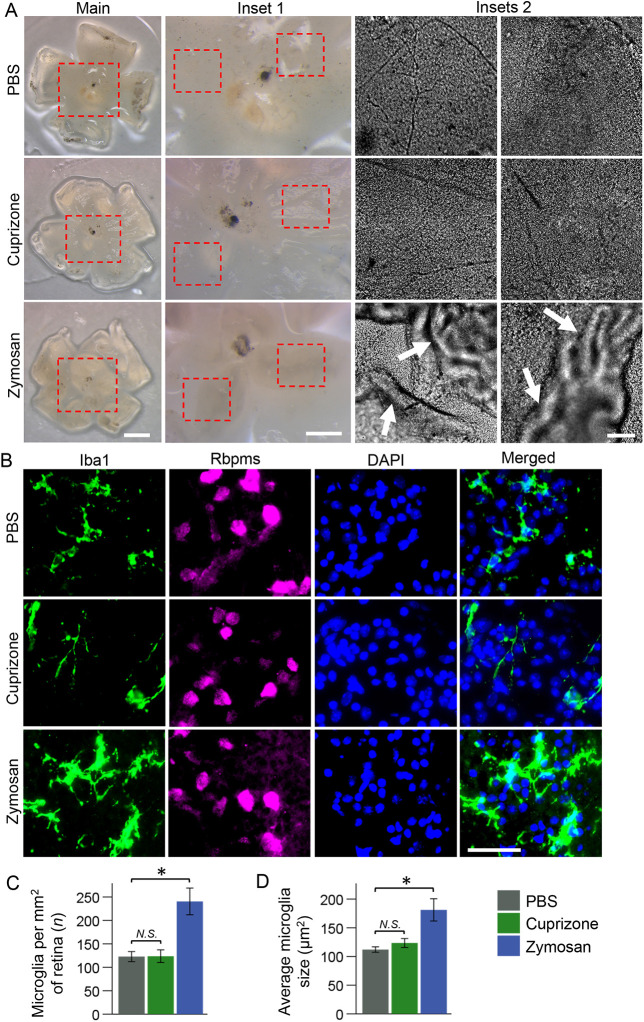
**Cuprizone does not stimulate intraocular inflammation.** (A) Representative images of flat-mount retinas from the eyes treated with PBS (control), 1 mM cuprizone and zymosan, showing examples of inflammatory fibrotic scarring (indicated by arrows) found in zymosan- but not in PBS- or cuprizone-treated eyes. Main panel and inset 1 images were acquired using a dissection microscope (Leica M205) with a HD digital camera (Leica MC170 HD). Inset 2 images were acquired using a fluorescent microscope (Zeiss, AxioObserver.Z1). Scale bars: 1 mm in main; 500 µm in inset 1; 100 µm in inset 2. (B) Representative images of flat-retinal thin sections (containing the ganglion cell layer) immunostained for Iba1 (a microglia/macrophage marker), Rbpms (a RGC marker) and DAPI (a nuclear marker) 2 weeks after ONC and intravitreal treatment with PBS (control), 1 mM cuprizone and zymosan. Images were acquired using a fluorescent microscope (Zeiss, AxioObserver.Z1). Scale bar: 50 µm. (C,D) The difference between the number of microglia per retina or microglia size (visualized by immunostaining for the Iba1 marker of microglia/macrophage) was not significantly different between PBS- and cuprizone-treated eyes, but was significant between PBS- and zymosan-treated eyes, by ANOVA with post-hoc LSD for pairwise comparisons (*P<0.01 in C and D by post-hoc LSD; overall *F*=14.4 and *P<0.01 in C; overall *F*=8.9 and *P<0.02 in D). *N*=3 samples, *n*<40 cells. Data are mean±s.e.m.

### Post-injury born oligodendrocytes express axon growth-inhibitory membrane proteins

Myelin debris-associated inhibitors of axon growth also include membrane proteins, which present themselves to the axonal stump or growth cone on the surface of live oligodendrocytes as the axons attempt to regenerate after optic nerve injury, without needing to be exposed to axonal receptors specifically on myelin debris only after the death of the oligodendrocyte. Such myelin-associated inhibitors that are presented on the surface of oligodendrocytes include NogoA (GrandPré et al., 2000), Omgp (Wang et al., 2002), and Mag (Mukhopadhyay et al., 1994). BAIs also were recently discovered to inhibit axon growth by live oligodendrocytes co-cultured with neurons (Wang et al., 2022). Furthermore, several members of the semaphorin family of axon guidance ligands, expressed on the surface of oligodendrocytes, can also inhibit axon regeneration after CNS injury (Moreau-Fauvarque et al., 2003; Ueno et al., 2020; Goldberg et al., 2004). Thus, we investigated whether these inhibitors of axon growth are expressed by post-injury born immature oligodendrocyte lineage cells.

We found that NogoA (Rtn4) was expressed in all stages of oligodendrocytes maturation (see Fig. 3F), including in post-injury born NFOs. 

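Rtn4 (ENSMUSG00000020458) lies on chromosome 11 of GRCm38 from 29692947 to 29744331. It has 6 coding transcripts in the annotation, of which 4 end within 200 bases of each other, so UMIs read near the 3′ end do not separate NogoA from the other isoforms. In the injured library its mean NE was 0.671 in OPCs, 1.51 in NFOs, 0.924 in cluster 3 and 3.04 in other oligodendrocytes. In the uninjured library it was 0.841, 0.881, 1.13 and 2.52 in these stages. Its summed UMIs in injured NFOs were 464, a CPM of 1319. For Rtn4 and the other 5 genes of Fig. 10, injured and uninjured barcodes were compared in NFOs, cluster 3 and other oligodendrocytes. Of these 18 comparisons, 12 kept their direction under the stricter filter, the setting under which the largest number turned. In 3 of the 18, all in cluster 3, the 2 libraries together had 1 UMI, and of the other 15 the filter kept 11.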

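The mean NE of Rtn4 was higher in the injured than in the uninjured library by 0.630 in NFOs (counting interval 0.417 to 0.844 from 100 Poisson redraws of the UMIs). It was higher by 0.516 (0.426 to 0.605) in other oligodendrocytes. In cluster 3 the difference was -0.205 (-0.586 to 0.177), which did not exceed counting error. The ratio of the CPM of summed UMIs in NFOs was 2.76 (2.03 to 3.83). In barcodes under 8000 UMIs, a limit chosen after seeing the data, the difference was 0.557 in NFOs and 0.102 in other oligodendrocytes. For the mature class of the marker lists, with 879 uninjured and 338 injured barcodes, it was -0.548. These lists do not set cluster 3 apart, so this class is not the other oligodendrocytes. The authors' oligodendrocytes with cluster 3 included had a mean NE of 2.49 without injury and 1.97 after ONC. Their CPM rose, from 1631 to 2951. Within the injured library, Rtn4 was higher by 1.52 in other oligodendrocytes than in NFOs, and the difference of cluster 3 from NFOs was -0.588.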

Rtn4 expression levels were significantly higher in the NFOs and in the MOs (but not in the sSOs) in the injured compared with uninjured conditions; within the injured condition, Rtn4 expression levels were significantly higher in the MOs (but not in the sSOs) compared with NFOs (Fig. 10A). Omgp (Omg) was expressed, but at a lesser level in the injured compared with uninjured conditions in all stages of oligodendrocytes maturation; within the injured condition, Omgp expression levels were higher in the MOs (but not in the sSOs) compared with NFOs (Fig. 10B). 

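Omg (ENSMUSG00000049612; chromosome 11 of GRCm38, 79500982 to 79504084) had a mean NE of 0.268 in uninjured and 0.0846 in injured NFOs, a difference of -0.183 (-0.294 to -0.0726). These values rest on 12 UMIs in each library. In other oligodendrocytes the mean NE was 0.529 without injury and 0.257 after ONC, a difference of -0.272 (-0.322 to -0.221). Cluster 3 held 1 Omg UMI in its uninjured barcodes and 0 among the 126338 UMIs of its injured barcodes, too few to compare. Within the injured library, Omg was higher by 0.173 in other oligodendrocytes than in NFOs. By CPM of summed UMIs, injured NFOs held 0.624 times (0.313 to 1.13) the level of other injured oligodendrocytes, an interval that spans 1.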

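The mean NE of Mag in NFOs was 1.09 without injury and 1.30 after ONC, and the difference of 0.217 (-0.0329 to 0.467) did not exceed counting error. In other oligodendrocytes it was 3.48 and 3.44, a difference of -0.0439 (-0.131 to 0.0436), while the ratio of CPM was 0.921 (0.897 to 0.946), lower after ONC beyond counting error. By CPM of summed UMIs, other injured oligodendrocytes held 3.64 times (3.27 to 4.05) the Mag of injured NFOs. In cluster 3, Mag had a mean NE of 2.70 in the 20 uninjured and 1.08 in the 148 injured barcodes. Since a low Mag is part of the rule that picks cluster 3, this last difference is not independent of the rule.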

Mag was expressed moderately in the NFOs, but at less than half the levels in the MOs, and its expression levels were similar overall between uninjured and injured conditions, except for sSOs (in which its levels were higher in the uninjured condition; Fig. 10C). However, there were nearly threefold more sSOs in the injured compared with uninjured condition (Fig. 3I). 

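In cluster 3, injured barcodes were 7.4 times as many as uninjured ones. On 20 principal components the ratio was 4.35, with 148 injured and 34 uninjured barcodes. Without regression, where no uninjured barcode fell in the cluster, it was at least 51, taking 3 counts in place of 0. With equal numbers of barcodes drawn from each library, 410 each, it was 4.73. That is a ratio of lineage shares, which was 17.3 in the main clustering.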

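Adgrb1 (ENSMUSG00000034730; chromosome 15 of GRCm38, 74516195 to 74589465) had a mean NE of 0.219 in injured NFOs, from 20 UMIs in 100 barcodes, and 7 UMIs in uninjured NFOs. It was 0.0641 and 0.0577 in other oligodendrocytes, and 0 and 0.0145 in cluster 3, where 1 UMI was found. OPCs, which the panel does not compare, had 0.667 and 0.662. The differences between libraries, of -0.0207 (-0.168 to 0.126) in NFOs and -0.00641 (-0.0334 to 0.0206) in other oligodendrocytes, did not exceed counting error. The ratio of CPM was 0.764 (0.310 to 2.14) in NFOs and 0.548 (0.286 to 0.988) in other oligodendrocytes, from 15 injured and 52 uninjured UMIs, so by this measure Adgrb1 was lower there after ONC.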

BAI1 (Adgrb1) was expressed at significantly higher levels in the NFOs, and its expression levels were similar overall for each stage between uninjured and injured conditions (Fig. 10D). 

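Adgrb2 (ENSMUSG00000028782; chromosome 4 of GRCm38, 129984870 to 130022633) had a mean NE of 0.145 in uninjured NFOs, from 5 UMIs, and of 0.300 in injured NFOs, from 31 UMIs. The difference was 0.155 (0.0448 to 0.265), while the ratio of CPM was 1.66 (0.639 to 5.46), an interval that spans 1. The difference was -0.0233 with NFOs assigned by the marker lists. In other oligodendrocytes the mean NE was 0.0853 without injury and 0.172 after ONC, a difference of 0.0862 (0.0417 to 0.131), and it was -0.00128 in thinned barcodes. The ratio of CPM was 1.45 (0.984 to 2.11), which spans 1 as well. In cluster 3 there was 1 UMI in the injured and 0 in the uninjured barcodes. The mean NE in OPCs was 0.476 and 0.552.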

BAI2 (Adgrb2) also was expressed primarily in the NFOs, but its levels of expression were significantly higher in the NFOs and in the intermediate stage of maturing oligodendrocytes in the injured compared with uninjured conditions (Fig. 10E). 

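Adgrb3 (ENSMUSG00000033569) lies on chromosome 1 of GRCm38 from 25067476 to 25829707. In NFOs it had 4 UMIs without injury (mean NE 0.0767) and 9 UMIs after ONC (mean NE 0.0295). In other oligodendrocytes its mean NE was 0.0797 and 0.0451, and injured cluster 3 held 1 UMI. OPCs had 39 uninjured and 16 injured UMIs, with a mean NE of 0.803 and 0.596.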

BAI3 (Adgrb3) levels of expression bordered noise at all stages of oligodendrocyte maturation in both conditions. The axon growth-inhibitory Sema3A (Kaneko et al., 2006; Shirvan et al., 2002) was not expressed in the NFOs, and Sema3D was the only Sema3 family member that was expressed in the NFOs above background levels, but depending on CNS neuronal type, Sema3D may have no effect on axon growth or might have an inhibitory effect on only specific subtypes (Liu and Halloran, 2005; Liu et al., 2004; Sakai and Halloran, 2006). 

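Sema3a (ENSMUSG00000028883; chromosome 5 of GRCm38, 13125414 to 13602565) had 0 UMIs in the barcodes of all stages. For the 100 injured NFO barcodes, a count of 0 limits what was detected and does not show that no cell expresses the gene. Sema3d (ENSMUSG00000040254; chromosome 5, 12383385 to 12588948) had 28 UMIs in uninjured and 165 in injured NFOs, with a mean NE of 0.629 and 0.744. It was found in 31.8% of uninjured and 36% of injured NFO barcodes, against 0 of the 20 uninjured and 1 of the 148 injured cluster 3 barcodes. In the deeper other oligodendrocytes it was found in 26.3% of uninjured and 39.3% of injured barcodes. Their mean NE was lower than in NFOs, 0.340 and 0.303. OPCs had a mean NE of 1.18 and 1.27. Of Sema3b, Sema3c, Sema3e, Sema3f and Sema3g, Sema3e had 2 UMIs in injured NFOs and the others had 0 in NFOs of both libraries.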

Axon growth-inhibitory Sema4D and Sema6D (Moreau-Fauvarque et al., 2003; Ueno et al., 2020) were expressed at low levels in the NFOs, in contrast to the several-fold higher levels in the MOs. 

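Sema4d (ENSMUSG00000021451; chromosome 13 of GRCm38, 51685529 to 51793747) had a mean NE of 0.337 in uninjured and 0.356 in injured NFOs, and of 1.14 and 1.79 in other oligodendrocytes. By CPM of summed UMIs, other injured oligodendrocytes held 4.76 times (3.63 to 6.36) the level of injured NFOs. Sema6d (ENSMUSG00000027200; chromosome 2, 124089969 to 124667770) had a mean NE of 0.168 and 0.143 in NFOs and of 0.952 and 0.911 in other oligodendrocytes. In injured NFOs 54 UMIs of Sema4d and 20 of Sema6d were counted.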

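Sema5a (ENSMUSG00000022231) lies on chromosome 15 of GRCm38 from 32244810 to 32696341. Its mean NE in NFOs was 0.471 without injury and 0.592 after ONC, a difference of 0.121 (-0.0217 to 0.263) that did not exceed counting error. Other oligodendrocytes had 0.702 and 0.669, a difference of -0.0333 (-0.104 to 0.0375), while their ratio of CPM was 0.733 (0.645 to 0.832), lower after ONC beyond counting error. Cluster 3 had 0.249, from 2 UMIs, and 0.0686, from 5 UMIs. Within the injured library, other oligodendrocytes exceeded NFOs by 0.0769 in mean NE. By CPM of summed UMIs the order was opposite, with 367 in injured NFOs and 155 in other injured oligodendrocytes.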

Sema5A (Goldberg et al., 2004; Ueno et al., 2020) was the only axon growth-inhibitory semaphorin that was expressed moderately in the NFOs, although at half the levels in the MOs and two-fold higher than levels in the sSOs; its expression levels were similar overall between uninjured and injured conditions (Fig. 10F).

**Fig. 10.**
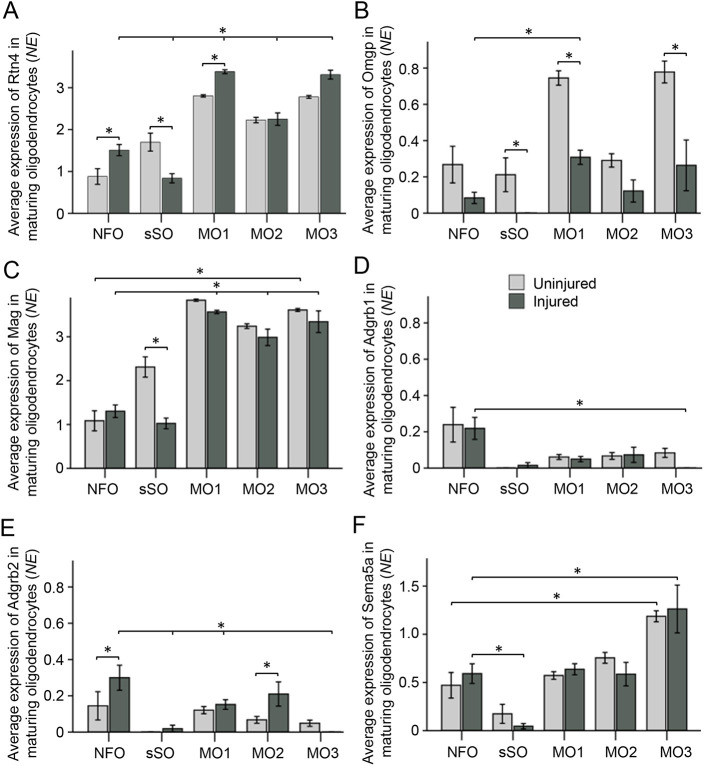
**Post-injury born oligodendrocytes express genes encoding axon growth-inhibitory membrane proteins.** Cell types are defined in Fig. 3F by cluster analysis of scRNA-seq data, including mature oligodendrocyte (MO) subtypes 1-3 (which are also found in other CNS regions; Marques et al., 2016). (A) NogoA (Rtn4) expression levels were significantly higher in the NFOs and in MO1 (but lower in the sSOs) from the injured compared with the uninjured conditions; within the injured condition, expression levels were significantly higher in the MO1-3 (but lower in the sSOs) compared with NFOs (*P<0.01). (B) Omgp was expressed at significantly higher levels in MO1 compared with NFOs within the injured condition (*P<0.03), but was expressed at significantly lower levels in the injured compared with uninjured sSOs, MO1 and MO3 (*P<0.05). (C) Mag was expressed at a significantly higher levels in MOs compared with NFOs within the uninjured and injured conditions (*P<0.01), and although its average expression is higher in the sSOs in the uninjured compared with injured condition, there were nearly threefold more sSOs in the injured compared with uninjured condition (see Fig. 3I). (D) BAI1 (Adgrb1) was expressed at significantly higher levels in the NFOs compared with sSOs, MO1 and MO2 within the injured condition (*P<0.03). (E) BAI2 (Adgrb2) expression was significantly higher in the NFOs and MO2 from the injured compared with uninjured conditions (*P<0.03), and within the injured condition expression was significantly higher in the NFOs compared with sSOs, MO1 and MO3 (*P<0.03). (F) Sema5A expression was significantly higher in the NFOs compared with sSOs within the injured condition (*P<0.01), and significantly higher in MO3 compared with NFOs within both the uninjured and injured conditions (*P<0.03). Significant differences (*P-*values) were determined by two-way ANOVA with post-hoc LSD pairwise comparisons. Data are mean±s.e.m. NE, normalized expression.

These data suggest that axon regeneration-inhibitory NogoA, Mag, BAI1-2 and Sema5A are moderately expressed in post-injury born immature and mature (including those that survived the injury) oligodendrocytes, whereas Omgp is expressed at a lower level in the injured condition and BAI3 expression is bordering on background levels in either condition. Thus, the axon growth-inhibitory membrane proteins NogoA, Omgp, Mag, BAI1-2 and Sema5A are expressed not only by the mature surviving oligodendrocytes, but also in live post-injury born oligodendrocyte lineage cells, which repopulate the injury site by 2 weeks after ONC and are also positioned to stall axonal regeneration.

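Of the 18 comparisons between the libraries, of Rtn4, Omg, Mag, Adgrb1, Adgrb2 and Sema5a in 3 stages, 3 rest on 1 UMI (Omg, Adgrb1 and Adgrb2 in cluster 3) and are not counted, and neither is Mag in cluster 3, since a low Mag is part of the rule that picks the cluster. The redraw interval of a mean NE is too narrow for rare genes, since barcodes with 0 UMIs stay at 0. It left out 0 even for Omg in cluster 3 (-0.305 to -0.0012), which rests on 1 UMI. Of the 14 counted comparisons, 6 exceeded counting error in mean NE by this interval. Of these, 4 were higher in the injured library (Rtn4 and Adgrb2, each in NFOs and in other oligodendrocytes) and 2 were lower (Omg in the same 2 stages). By the CPM of summed UMIs, 4 of the 6 did so, and the 2 of Adgrb2 did not, while 3 others did, Sema5a, Mag and Adgrb1 in other oligodendrocytes, all lower in the injured library. Of the UMIs of all genes in injured NFOs, 55.0% came from the 8 of 100 barcodes with at least 8000 UMIs. From the levels in NFOs, sSOs and MOs, the paper proposes that NogoA, Mag, BAI1, BAI2 and Sema5A are expressed in oligodendrocytes born after the injury, and Omgp at a lower level, and it concludes that these cells are placed to stall regenerating axons.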

## DISCUSSION

A major barrier in experimental axon regeneration research is that CNS neurons that respond to regenerative treatments stall axon growth before reaching post-synaptic targets (e.g. de Lima et al., 2012; Lim et al., 2016; Trakhtenberg et al., 2017b; Belin et al., 2015; Yungher et al., 2015; Trakhtenberg et al., 2014; Yin et al., 2006; Kim et al., 2018; Moore et al., 2009). Our results show that post-injury born oligodendrocyte lineage cells are present within the glial scar and participate in the inhibition of axon regeneration. We find that, ONC kills most oligodendrocytes in the injury site by 1 day after injury and their myelin debris fills the injury site (persisting at least 3 days after ONC); however, by 2 weeks after ONC, myelin debris is cleared from the injury site and it is repopulated by newly born oligodendrocytes. Thus, although myelin debris from dead oligodendrocytes is cleared, newly born oligodendrocytes incorporate into the forming glial scar, positioning them to also inhibit growth of the axons attempting to regenerate, and the live mature oligodendrocytes that survived the injury may also inhibit axon regeneration. The use of transgenic reporter mouse lines to label pre- and post-ONC oligodendrocytes in future studies could generate further insights into these observations.

NFOs have the capacity to grow sheaths and processes that can myelinate/remyelinate axons, but this capacity declines as they mature, and only some MOs that survive the demyelinating lesion contribute to remyelination (Watkins et al., 2008; Marques et al., 2016; Czopka et al., 2013; Orthmann-Murphy et al., 2020; Neely et al., 2022; Duncan et al., 2018b). We show that whereas uninjured oligodendrocytes in the optic nerve are mostly resilient to cuprizone (consistent with previously published literature; Yang et al., 2009; Kojima and Hayashi, 2018), post-injury born oligodendrocyte lineage cells in the injury site are susceptible to cuprizone, which thus reduces repopulation of the injury site by new oligodendrocytes and improves axon regeneration. Although cuprizone does not kill the surviving MOs located beyond the injury site in the optic nerve, it injures and affects them, as cuprizone elicits toxicity within the visual system (Marenna et al., 2022; Namekata et al., 2014); we found a 10% decrease in the MBP signal after the cuprizone diet in the region of the optic nerve distal to the ONC site. Thus, although the surviving ONC injury MOs (located beyond the injury site) have reduced capacity for growing sheaths and myelinating, some of them spontaneously re-acquire myelinating capacity (Duncan et al., 2018b). In addition, even without dying and releasing the inhibitory myelin debris, the surviving injury MOs may inhibit axon regeneration by presenting NogoA, Mag, BAI1-2 and Sema5A on their surface while they are alive. Future studies using, for example, an inducible OPC-conditional KO mouse model that prevents differentiation of oligodendrocytes post-injury (Duncan et al., 2018a), and the methods that specifically eliminate the surviving MOs in other ways, would provide insight into the extent to which the surviving (beyond the injury site) MOs are involved in inhibiting axon regeneration relative to the NFOs.

An alternative possibility that we have addressed is whether cuprizone may act on RGCs directly to stimulate their axonal growth. As we found no increase in axon growth of adult RGCs incubated with various doses of cuprizone even after 5 days in culture, we concluded that cuprizone does not stimulate axon regeneration by acting on RGCs directly. However, even at the higher, 10 mM, concentration, cuprizone was still not toxic to RGCs in culture, consistent with its established preferential toxicity for oligodendrocytes and not neurons. Another alternative possibility that we have addressed is whether cuprizone may promote axon regeneration by stimulating inflammation (Andereggen et al., 2015). Because we found that a single intravitreal injection of cuprizone (which was sufficient to promote axon regeneration) neither activated the marker (Iba1) of intraocular inflammation nor caused fibrotic retinal scarring, in contrast to zymosan (which activated Iba1 and caused fibrotic retinal scarring), we concluded that cuprizone-promoted axon regeneration was not secondary to inflammation.

While cuprizone does not affect astrocytes directly (Bénardais et al., 2013), it may indirectly lead to their activation (Skripuletz et al., 2013). Although we did not find an increase in astrocytic CSPG by the glial scar after the cuprizone diet, co-concurrent targeting of CSPG (Moon et al., 2001) and intravitreal injection of cuprizone, along with Pten or Klf9 KD in RGCs (Trakhtenberg et al., 2017b) may lead to more robust axon regeneration than each on its own. In future experimental animal studies, after cuprizone administration is discontinued (Ohno et al., 2014; Sachs et al., 2014), new oligodendrocytes can be born and myelinate the regenerated axons that have reached their respective postsynaptic targets. Thus, our findings indicate a new direction for repairing injured CNS axonal connections that, in the future, may involve localized, more-efficient and non-toxic treatments that will temporarily suspend interaction of the regenerating axons with newly born and surviving oligodendrocytes, until the axons reach their respective post-synaptic targets in the brain.

As a part of these studies, we have also generated a transcriptomic resource for studying gene networks in the optic nerve OPC and oligodendrocyte subtypes. We present a Subtype Gene Browser web application (in the same format as we did previously for the RGC subtypes; Rheaume et al., 2018) that provides a platform for analyzing and comparing gene expression profiles in OPC and oligodendrocyte subtypes from the uninjured and injured optic nerves in the resource dataset we generated (https://health.uconn.edu/neuroregeneration-lab/subtypes-gene-browser). This tool will assist the scientific community in the investigation of the differences between OPC and oligodendrocyte subtypes under physiological and injured-pathophysiological conditions. For example, consistent with prior literature, the Subtype Gene Browser shows highly enriched (compared with the differentiating and maturate oligodendrocytes) expression of NG2 cell markers (Pdgfra, CSPG4 and CSPG5) in the OPCs in both uninjured and injured conditions. In contrast to the axon growth-inhibitory CSPGs produced by reactive astrocytes (to which cuprizone is not toxic; Bénardais et al., 2013), CSPG4 and CSPG5 expressed by the OPC/NG2 cells do not inhibit axon regeneration (Anderson et al., 2016), and NG2 cells were reported to be permissive to axon growth (Busch et al., 2010; Jones et al., 2003; Schäfer and Tegeder, 2018). However, other studies suggest that NG2 cells can be inhibitory to axon growth (Chen et al., 2002; de Castro et al., 2005; Tan et al., 2006). Thus, the roles of NG2 cells in axon regeneration need further investigation (Busch and Silver, 2007; Ohtake and Li, 2015). 

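In OPCs the mean NE of Pdgfra was 2.89 in the uninjured and 1.86 in the injured library, against 0.501 and 0.206 in NFOs. For Cspg4 (ENSMUSG00000032911; chromosome 9 of GRCm38, 56865033 to 56899870) it was 1.56 and 1.35 in OPCs against 0.399 and 0.138 in NFOs. For Cspg5 (ENSMUSG00000032482; chromosome 9, 110243783 to 110262576) it was 3.59 and 2.75 against 1.67 and 0.669. In other oligodendrocytes and cluster 3, the highest mean NE of these genes was 0.107, for Cspg5 in other injured oligodendrocytes. Taking the log of the CPM of summed UMIs moved the Pdgfra difference between injured OPCs and NFOs most, from 1.65 to 3.09, in the same direction. The authors typed OPCs by Pdgfra, so its higher level in OPCs follows in part from the typing.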

The Subtype Gene Browser we have developed provides a resource for generating insights into this question.

Through which mechanism might live oligodendrocytes inhibit growth of the regenerating axons? It is possible that, when the oligodendrocytes attempt to myelinate the regenerating axons, they facilitate the interaction of the nascent axons with the myelin-associated inhibitors presented on the extended sheaths and processes. Thus, as the myelin-associated inhibitors on the debris of dead oligodendrocytes are cleared from the injury site by 2 weeks after ONC, post-injury born oligodendrocyte lineage cells emerge and provide new myelin-associated inhibitors within the glial scar, while some of the surviving MOs that re-acquire myelinating capacity (Duncan et al., 2018b) provide myelin-associated inhibitors beyond the injury site. The prominent myelin-associated proteins NogoA, Omgp and Mag (GrandPré et al., 2000; Wang et al., 2002; Mukhopadhyay et al., 1994) and the guidance ligand Sema5a (Goldberg et al., 2004; Ueno et al., 2020), all of which are inhibitors of axon growth, are membrane proteins that can be presented by live oligodendrocytes, without needing to be exposed to axonal receptors specifically on myelin debris only after oligodendrocyte death. BAIs also inhibit axon growth by live immature oligodendrocytes co-cultured with neurons (Wang et al., 2022). Indeed, we found that NogoA, Omgp, Mag, Sema5A and BAI1-2, are moderately expressed in oligodendrocytes newly born after ONC, as well as in MOs that survived the injury, through which they could inhibit axon regeneration. Alternatively, the axon-wrapping process/sheath may express some ligands only during the active wrapping period, during which they signal to the axon to stop growing.

In contrast to normal developmental axon growth, where myelination in the optic nerve begins a week after the axons have reached their targets in the brain (Foran and Peterson, 1992; Dangata et al., 1996), we showed here that in the adult optic nerve, live oligodendrocytes are available to interact with the regenerating axons while they are still growing (prior to reaching post-synaptic targets). Recent studies argued for therapeutically promoting myelination of the experimentally-stimulated to regenerate axons before they reached their post-synaptic targets (Wang et al., 2020). Our study, however, suggests that interaction of the regenerating axons with oligodendrocytes should be therapeutically suspended until the axons regenerate the full length needed to reach their targets, because live oligodendrocytes contribute to inhibition of axon regeneration and the axons have the capacity to grow full-length axons without oligodendrocytes, as they did during development.

## MATERIALS AND METHODS

### Animal use, diet and surgeries

All experimental procedures were performed with the approval of the Institutional Animal Care and Use Committee and of the Institutional Biosafety Committee at the University of Connecticut Health Center and performed in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research. Mice were housed in the animal facility with a 12 h light/12 h dark cycle (lighting on from 7:00 AM to 7:00 PM) with a maximum of five mice per cage. Wild-type 129S1/SvlmJ male mice were obtained from the Jackson Laboratory. Food and water were available *ad libitum*. To induce demyelination in the CNS, starting at 8 weeks of age, 0.3% cuprizone [bis(cyclohexanone)oxaldihydrazone] (MilliporeSigma) was mixed with normal chow (containing crushed Teklad global 19% protein rodent diet; Envigo), and mice started receiving, 5 days per week, intraperitoneal injections of 10 mg/kg rapamycin (LC Laboratories) dissolved in a vehicle solution of 5% ethanol in phosphate-buffered saline (PBS; Fisher Scientific), as described previously (Ohno et al., 2014; Sachs et al., 2014). Cuprizone was decreased to 0.2% at week 4 of the diet and then to 0.1% at week 8 of the diet. Normal chow diet and vehicle intraperitoneal injections were used as a control in age-matched mice. Rapamycin and control injections were discontinued after 6 weeks, when viruses with anti-Pten or scrambled shRNAs were injected, because rapamycin inhibits axon regeneration (Park et al., 2008). Allowing a 2-week period for clearance of rapamycin before optic nerve crush (ONC) is on the stringent side, because the half-life of rapamycin after injection is under 3 days, with complete clearance of even higher doses (than we used) from the organism in only a few days (Nalbandian et al., 2015; Supko and Malspeis, 1994). To stimulate axon regeneration, 3 µl of adeno-associated virus serotype 2 (AAV2, 1×10^12^ GC/ml; VectorBuilder) expressing anti-Pten (target sequences: 5′-GCAGAAACAAAAGGAGATATCA-3′, 5′-GATGATGTTTGAAACTATTCCA-3′, 5′-GTAGAGTTCTTCCACAAACAGA-3′ and 5′-GATGAAGATCAGCATTCACAAA-3′) or scrambled control (sequences: 5′-TCGAGGGCGACTTAACCTTAGG-3′) shRNAs were injected intravitreally (avoiding injury to the lens) 2 weeks before ONC. AAV2 is typically used in this model, because AAV2 (but not other AAV serotypes) preferentially transduces RGCs when injected locally into the eye vitreous. If untreated, RGCs die progressively over time after ONC. Thus, a standard protocol is to inject AAV2 2 weeks before ONC, which allows sufficient time for transduction and target gene KD (Yungher et al., 2015; Trakhtenberg et al., 2017b) (the timing of treatments and injury are shown in the experimental timelines in respective figures). Because remyelination becomes notable only within about 1 week after discontinuation of the cuprizone diet (Ohno et al., 2014; Sachs et al., 2014), cuprizone was excluded from the diet 1 week before sacrifice at 2 weeks after ONC (week 9 of the diet), except when mice were sacrificed at 4 weeks after ONC (in which case, the cuprizone diet was started 5 weeks before ONC and was stopped 1 day before sacrifice). Intravitreal injections of zymosan (3 µl; Z4250, MilliporeSigma) or cuprizone dissolved in saline, were performed immediately after ONC surgery in 10-week-old mice: 3 µl of 100 µM, 1 mM or 10 mM cuprizone solutions were injected; vehicle was used for control injections. Cholera toxin subunit β (CTB, 1% in 2 μl PBS; 103B, List Biological) axonal tracer was injected intravitreally 1 day before sacrifice. Optic nerve surgeries and intravitreal injections were performed under general anesthesia, as described previously (Trakhtenberg et al., 2017b; Kim et al., 2018). The animals were euthanized 2, 4 or 6 weeks after ONC for histological analysis.

### Histological procedures

Standard histological procedures were used, as described previously (Trakhtenberg et al., 2017b; Kim et al., 2018). Briefly, mice were anesthetized and transcardially perfused with 0.9% saline solution followed by 4% paraformaldehyde (PFA) at 3 days, or 2, 4 or 6 weeks after ONC injury. The optic nerves, eyes and brains were resected. The eyes were post-fixed for 2 h at room temperature and the optic nerves and brains for 24 h at 4°C. The optic nerves and brains were then transferred to 30% sucrose overnight at 4°C. The retinas (for analyzing RGC survival and fibrotic scar) were resected from the eyes and kept in PBS at 4°C. The optic nerves, flattened retinas (for analyzing microglia) and brains were embedded in OCT Tissue Tek Medium (Sakura Finetek), frozen and cryostat sectioned at 14 µm longitudinally for the optic nerves, horizontality (capturing the ganglion cell layer of the whole retina) for flattened retinas and at 20 μm coronally for the brains. The optic nerve cryosections were immunostained on Superfrost Plus glass slides (VWR International), and the brain cryosections and the retinas were immunostained, free-floating in wells (24-well plate), and then transferred onto the coated glass slides after making four symmetrical slits in the retinas for flat-mounting, and then mounted for imaging. For immunostaining, the tissues were blocked with appropriate sera, incubated overnight at 4°C with primary antibodies as indicated, then washed three times, incubated with appropriate fluorescent dye-conjugated secondary antibodies (1:500; Alexa Fluor, Thermo Fisher Scientific) overnight at 4°C and washed three times again.

### Imaging and quantifications of histological tissue preparations

CC1, MBP, GFAP, Olig2, Iba1, Fyn, Pdgrfa and CSPG signals in the optic nerves and brains were visualized by immunostaining, using antibodies for CC1 (1:500; mouse IgG2b, ab16794, Abcam), MBP (1:500; rabbit, ab40390, Abcam), GFAP (1:400; rabbit, ab7260, Abcam), Olig2 (1:400; rabbit, AB9610, MilliporeSigma), Iba1 (1:600; rabbit, 019-19741, Wako), Fyn (1:400; rabbit, PA5-119637, Thermo Fisher Scientific), Pdgrfa (1:400; rat, 16-1401-82, Thermo Fisher Scientific) and CSPG (1:600; mouse, MAB5284, MilliporeSigma), and counterstained with DAPI (1:5000; Thermo Fisher Scientific) to label nuclei. All fluorescent dye-conjugated Alexa Fluor secondary antibodies used were IgG H+L (Thermo Fisher Scientific, A-42206, A-78947 and A-31571), except for mouse IgG2b (A-21242, Thermo Fisher Scientific) used for CC1. To visualize dying/dead cells at one day after ONC, Click-iT Plus TUNEL Assay Alexa Fluor 594 Kit (C10618, Thermo Fisher Scientific) was used, according to the manufacturer's instructions. To label cells born after ONC, or during same time-period in uninjured optic nerves, EdU was injected intraperitoneally at 50 mg/kg daily starting from the 3rd day to the 10th day after ONC, and was also administered to uninjured animals at the same regimen. To visualize EdU, the Click-iT Plus EdU Alexa Fluor 555 Kit (C10638, Thermo Fisher Scientific) was used, according to the manufacturer's instructions. *Z*-stacked images of the optic nerves, with five planes at 0.5 µm intervals, were acquired using a fluorescent microscope (40×/1.2 C-Apochromat W; AxioObserver.Z1, Zeiss) and merged (ZEN software, Zeiss). Although a 2 h post-fix at room temperature is common for the optic nerves and is appropriate for most antibodies, for visualizing CC1 signal (using the antibody above) in the ONC site, it is necessary to post-fix for 24 h at 4°C. For quantification of MBP and CC1 signal in the optic nerves, average fluorescence signal intensity along the optic nerve diameter at 50 μm intervals throughout 250 μm distance spanning the injury site, or in an equivalent region of an uninjured optic nerve, was measured using the ImageJ plugin Plot Profile. Averages of signals from three longitudinal tissue sections per optic nerve were quantified for each biological replicate (*n*) per condition. Individual planes from the *z*-stacks were used for representative images. MBP and CC1 signals in the corpus callosum were visualized similarly, and average fluorescence signal intensity was measured using the ImageJ Measure tool in the middle of corpus callosum (344 µm×149 µm area) in three coronal tissue sections per brain, collected between Bregma −1.58 mm∼−0.94 mm coordinates. Averages of signals from three tissue sections were quantified for each biological replicate (*n*) per condition.

To quantify regenerated axons in the optic nerve, axons were visualized 2 weeks after optic nerve injury by immunostaining with the anti-CTB antibody (1:500; rabbit, GWB-7B96E4, GenWay) and fluorescent dye-conjugated secondary antibodies (1:500; Alexa Fluor, Thermo Fisher Scientific); 2 μl of CTB (1% in PBS) was injected intravitreally 1 day before sacrifice. No spared axons were found in controls or experimental conditions (i.e. at 2 weeks after injury, no axons were found at the region of the optic nerve most distal to the injury, which regenerating axons have not yet reached at this time point; Trakhtenberg et al., 2017b; Kim et al., 2018). Regenerated axons (defined as fibers continuous for >100 µm, which are absent in controls and are discernible from background puncta and artifactual structures) were counted manually using a fluorescent microscope (40×/1.2 C-Apochromat W; AxioObserver.Z1, Zeiss) in at least three longitudinal tissue sections per optic nerve at 0.5 mm, 1 mm, 1.5 mm, 2 mm and 3 mm distances from the injury site (identified by the abrupt disruption of the densely packed axons near the optic nerve head, as marked by an asterisk in the figures), and these values were used to estimate the total number of regenerating axons for each optic nerve (biological replicate, *n*) per condition, as described previously (Yin et al., 2006; Trakhtenberg et al., 2017b; de Lima et al., 2012). For representative images, serial fields of view along the longitudinal optic nerve tissue section were imaged as above; *z*-stacks with five planes at 0.5 µm intervals were deconvoluted, merged and stitched. Processed images of three tissue sections from the same optic nerve were the superimposed and merged using Photoshop CS6 (Adobe), shown as representative images.

To visualize in the optic nerve, we analyzed TUNEL and Olig2 1 day after ONC; CC1 and MBP 3 days after ONC; co-localization of EdU, CC1 and Olig2 or Fyn 2 weeks after ONC; segregation between CC1 and GFAP or Iba1 2 weeks after ONC; expression of Pdgrfa and CSPG 2 weeks after ONC; and colocalization of MBP and CTB signals in the optic nerve 4 and 6 weeks after ONC; and *z*-stacks with 0.5 µm intervals were acquired using confocal microscopy (63× or 40×/1.3 Achrostigmat Oil; LSM 880, Zeiss). Olig2- and EdU-positive cells were quantified per mm^2^ in three cryosections from each optic nerve. Counts were averaged per case, and three or four cases for each condition were analyzed.

For quantification of RGC survival, flat-mounted retinas were immunostained with an antibody for the RGC-specific marker RBPMS (Rodriguez et al., 2014; 1:500; guinea pig, 1832-RBPMS, PhospoSolutions) and RMPBS^+^ cells were counted as described previously (Yin et al., 2006; Trakhtenberg et al., 2017b; de Lima et al., 2012) using ImageJ software. RGCs were counted in at least four images per retina, acquired at prespecified areas using a fluorescent microscope (40×/1.2 C-Apochromat W; AxioObserver.Z1, Zeiss) as above, at ∼2 mm from the optic nerve head in four directions within the ganglion cell layer per retina, then averaged to estimate overall RGC survival per mm^2^. For visualization of fibrotic scarring, flat-mounted retinas were imaged using a microscope (Leica M205) with a HD digital camera (Leica MC170 HD), and insets were imaged using a microscope (Zeiss, AxioObserver.Z1). For quantification of microglia/macrophage, thin cryosections of the flattened retinas (containing the ganglion cell layer) were immunostained for RBPMS (as above) and for the microglia/macrophage-specific marker Iba1 (1:600; rabbit, 019-19741, Wako). Images were then acquired at prespecified areas using a fluorescent microscope (40×/1.2 C-Apochromat W; AxioObserver.Z1, Zeiss) and quantified as above using ImageJ software to estimate overall average microglia/macrophage number per mm^2^. To measure microglia/macrophage size, Iba1^+^ area for individual microglia/macrophages was quantified in µm^2^, using the Analyze Particles function of ImageJ software, and averaged per retina. Pten KD in RGCs by anti-Pten shRNA was validated as previously described (Yungher et al., 2015). Briefly, flat-mounted retinas transduced with either anti-Pten shRNA AAV2 or scrambled shRNA AAV2 were immunostained 2 weeks after transduction with an antibody for Pten (1:200; rabbit, 9559, Cell Signaling Technology) and neuronal marker βIII-Tubulin (1:500; mouse IgG2a, MMS-435P, BioLegend), and counterstained with DAPI (1:5000; Thermo Fisher Scientific) to label nuclei. *Z*-stack images of the ganglion cell layer were acquired using confocal microscopy as described above and orthogonal projections through the *z*-stack were used as representative images.

### RGC culture and immunostaining

RGCs were purified from both sexes of 5- to 10-week-old adult mice retinal single cell suspension by immunopanning for Thy1 (CD90, MCA02R, Serotec) after depletion of macrophages (using anti-mouse macrophage antibody; 1:75, AIA31240, Accurate Chemical) and washing off the nonadherent cells. RGCs were plated and cultured in defined growth medium following our established protocol (Meyer-Franke et al., 1995; Trakhtenberg et al., 2014, 2017a), with the following modifications for adult tissue: digestion in papain decreased to 10 min, amount of papain increased by 25%, only one macrophage depletion plate used for 20 min, Thy1 panning dish shaken more stringently, culture plates coated with a modified growth substrate, and growth factors and sato supplement doubled in the defined growth medium. RGCs were incubated with varying concentrations (as indicated in Fig. S10) of cuprizone (MilliporeSigma) or without it. After 5 days in culture, RGCs were fixed and immunostained with neuronal marker βIII-Tubulin (1:500; mouse IgG2a, MMS-435P, BioLegend) and DAPI (1:5000; Thermo Fisher Scientific). AlexaFluor fluorophore-conjugated secondary antibody (1:500; Thermo Fisher Scientific, A-21121) was used for fluorescent microscopy (with AxioObserver.Z1, Zeiss).

### Statistical analyses

All tissue processing, quantification and data analyses were anonymized throughout the study. The animals on demyelination or normal diet were randomly selected from within each group for experimental or control AAV2 injections, and the investigators performing the surgeries and quantifications were unaware of the treatment identities. Sample sizes were based on accepted standards in the literature and our previous experiences (Trakhtenberg et al., 2017b; Kim et al., 2018). Sample size (*n*) represents the total number of biological replicates in each condition. All experiments included appropriate controls. No cases were excluded in our data analysis, although a few animals that developed a cataract in the injured eye were excluded, and their tissues were not processed, and a few animals died. The data were analyzed by one- or two-way ANOVA with or without repeated measures, as appropriate, and a post-hoc LSD for pairwise comparisons, or using an independent samples *t*-test, as indicated (SPSS). Fold change significance in Fig. 3E was determined using the EdgeR algorithm (McCarthy et al., 2012).

### Single cell RNA-seq

Single cell RNA-seq (scRNA-seq) was performed using the methods we described previously (Rheaume et al., 2018), with modifications described below. Briefly, cells were purified from uninjured (*n*=5) and injured (*n*=5) optic nerves of 10-week-old mice of both sexes. ONC injury was performed at 8 weeks, as described above. Single cell suspension was prepared using slightly modified version of the method described above for obtaining single cell retinal suspension (in order to immunopan the RGCs). Cells were resuspended in DPBS with 0.04% BSA, and immediately processed as follows. Cell count and viability were determined using trypan blue on a Countess FL II, and 6000 cells from each sample were loaded in parallel for capture onto the Chromium System using the v2 single cell reagent kit (10X Genomics). After capture and lysis, cDNA was synthesized and amplified (12 cycles) according to the manufacturer's protocol (10X Genomics). The amplified cDNA from each channel of the Chromium System was used to construct an Illumina sequencing library and sequenced on HiSeq 4000 with 150-cycle sequencing. Illumina basecall files (*.bcl) were converted to FASTQs using CellRanger v1.3, which uses bcl2fastq v2.17.1.14. FASTQ files were then aligned to mm10 mouse reference genome and transcriptome using the CellRanger v1.3 software pipeline with default parameters (as described by Zheng et al., 2017), which demultiplexes the samples and generates a gene versus cell expression matrix based on the barcodes and assigned unique molecular identifiers (UMIs) that enable determining the individual cells from which each RNA molecule originated.

For determining gene expression, normalization of the raw counts was performed using Seurat (v. 4.0.3; Stuart et al., 2019; Hao et al., 2021) function, which divides the feature counts by the number of counts per cell and then applies natural log transformation, resulting in normalized expression (*NE*) values (Stuart et al., 2019; Hao et al., 2021). Dimensionality reduction and 2D visualizations were performed using the uniform manifold approximation and projection (UMAP) implementation (McInnes and Healy, 2018; Becht et al., 2018) in Seurat v. 4.0.3 using default parameters (Stuart et al., 2019; Hao et al., 2021). 3D visualization and pseudotimeline trajectory were obtained using Monocle3 v. 0.2.3.0 software with default parameters. Clustering of cells that make up the oligodendrocyte lineage into subtypes was also preformed using Seurat function with default parameters. For clustering, principal components of gene expression across cells were determined using the top 2000 most variable genes, selected by Seurat's FindVariableGenes function using the ‘vst’ method. Sex-specific genes (e.g. male Eif2s3y and Ddx3y, and female Xist), cell cycle genes and mitochondrial genes were regressed out during the scaling of the data, but were retained in the dataset for downstream analyses after clustering. A total of 2496 cells (equal number of cells from injured and uninjured optic nerves after subsampling) that passed quality control (QC) were used. QC filters/thresholds included the following criteria per cell: a maximum threshold of 20% mitochondrial genes expressed in the transcriptome, a minimum of 200 genes and a maximum of 150,000 UMIs (to mitigate the presence of cell doublets). 

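All 1369 lineage barcodes lay within these thresholds. The highest mitochondrial share, over 13 mitochondrial genes, was 19.9% in the uninjured and 19.8% in the injured library. The fewest genes in a barcode were 211 and 201. Scrublet, run on each library alone, called 9 uninjured and 8 injured barcodes as doublets, and these were kept except in an alternative without them.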

Gene markers used to identify cell types were as follows (see Fig. S4): CD45, Iba1 and C1qc for immune cells (Hermiston et al., 2003; Ohsawa et al., 2000; Zimmerman et al., 2019), MAG and MBP for oligodendrocytes (Zhang et al., 2014), Pdgfra for OPCs (Marques et al., 2018), Fyn for NFOs (Zhang et al., 2014), GFAP for astrocytes (Zhang et al., 2014), Col1a1 and Igfbp6 for pericytes/fibroblasts (Zhang et al., 2014), and Vwf for endothelial cells (Sporn et al., 1986).

### Design of the website and online tools

The Subtypes Gene Browser was designed in the same format as used previously for RGC subtypes (Rheaume et al., 2018) using R and ShinyApps with R-markdown language (https://www.r-project.org/). Boxplots, violin plots and bar plots were adapted from ggplot2 R software package for data visualization (Wickham, 2009). The browser offers three types of analyses for any gene in the OPC and oligodendrocyte subtypes: means and s.e.m. (Wickham, 2009), violin plot of cell density for different gene expression levels (Verzani, 2014), and box plot for comparing medians using the Tukey box-and-whisker plot with whiskers set to 1.5 times the interquartile range (IQR) (https://www.r-project.org/; Benjamini, 1988; Chambers et al., 1983).

## Supplementary Material

Click here for additional data file.

10.1242/develop.201311_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

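The data are 2 scRNA-seq libraries, 1 from the injury site of 5 optic nerves at 2 weeks after ONC and 1 from 5 uninjured optic nerves. The paper gives mice of 10 weeks with ONC at 8 weeks. The sample labels give an age of 56 days and name 2 weeks after crush for both samples, so the uninjured sample was assigned by its title and by the paper's design. The authors aligned and counted the reads, filtered the cells, drew equal numbers of cells per library (1248 each), typed them, and deposited for the oligodendrocyte lineage the natural log of 1 plus 10000 times UMIs over total UMIs (NE), with a type (OPC, NFO or oligodendrocyte) for each barcode. The table of both libraries together held the same values as the tables of the single libraries. The other cell types, immune cells included, were not analysed here, so the design's comparison of all cell types was made for the 3 lineage types alone and the free RNA level was read from OPC barcodes and not from immune or endothelial cells.

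Raw UMIs were recovered by dividing each barcode's values, taken out of the log, by the smallest of them. The recovered counts were whole within 0.001 in 100% of barcodes, and the step also recovered 100% of simulated barcodes. The libraries hold 4414834 UMIs (uninjured) and 2771797 UMIs (injured). Of the 31053 gene names, 30438 matched GENCODE vM21, from which the GRCm38 coordinates (counted from 1) were taken. Injured NFOs held 351851 UMIs in all and uninjured NFOs 94130, which limits the rare genes most in the uninjured library. Where a class held 0 UMIs of a gene, a floor of 3 UMIs over the class was used for a bound.

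The lineage was clustered in Seurat 5.3.0 (R 4.3.3) with log normalization, 2000 variable genes by the vst method, regression of mitochondrial share, cell cycle scores and sex genes, 10 principal components and resolution 0.8, with both libraries together. The stages are the authors' OPC and NFO types, and the authors' oligodendrocytes parted into cluster 3 and the rest. Cluster 3 is the cluster of mostly oligodendrocytes with a higher mean NE of S100b than of Mag. This rule and the use of oligodendrocytes without cluster 3 for gene comparisons were chosen after seeing the data. Diffusion pseudotime was computed with scanpy 1.11.5 on 15 neighbours. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

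Shares of barcodes have exact 95% binomial intervals, CPM of summed UMIs exact Poisson intervals, and ratios of CPM exact conditional intervals. Differences of mean NE have intervals from 100 Poisson redraws of the UMIs of each barcode. They describe these 2 libraries. No p-values were computed, because cells of 1 library are not replicates. The paper's EdgeR test on cell numbers and its ANOVA on expression were not repeated, because each condition has 1 library. Ratios between libraries were computed for the genes with at least 50 summed UMIs in NFOs (1695 genes) and in other oligodendrocytes (8556 genes). OPCs, with 17 injured barcodes, were under the minimum of 20 barcodes. On simulated counts with genes changed 4-fold, the intervals held 96.9% of the true ratios in NFOs and 96.0% in oligodendrocytes. The direction was right for 100% and 99.5% of the changed genes. The sums of a class were drawn as Poisson counts, without spread between barcodes, so this coverage follows from the construction. The simulation for oligodendrocytes used all of them, cluster 3 included (8591 genes), and none was run for other oligodendrocytes alone.

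The genes named are those the paper names, the 5 genes with the largest and the 5 with the smallest ratio in each class, and the 10 leading genes of a cluster among genes found in at least 25% of its barcodes. A result for 1 of these genes is left out of the text. The rule was set before the data were examined, as were these alternatives: the stricter filter, resolutions of 0.4 and 1.6, 20 principal components, no regression, equal numbers of barcodes, removal of Scrublet doublets, a single marker for OPCs, stages from marker lists, at least 2 UMIs for presence, barcodes thinned to 500 UMIs, 20 pseudotime components, log CPM of summed UMIs, at least 200 summed UMIs, mean CPM over barcodes and scaling by TMM factors. A re-clustering without the leading genes of cluster 3 and Mag, gene comparisons with cluster 3 included, in barcodes under 8000 UMIs and without the barcode with most UMIs of the gene were added after seeing the data. Fixed gene lists were used for OPCs, NFOs, mature oligodendrocytes, astrocytes, immune cells, macrophages and Schwann cells, and a list of 6 nuclear RNAs, of which 4 were found in the data.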

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

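Of the tests of this part, those of depth for Klk8 and of a single barcode for Gfap and Vim, as well as the comparisons in barcodes under 8000 UMIs and without the barcode with most UMIs of a gene, those without 2 barcodes, those of deep against other injured barcodes, those per barcode and that of Aqp4, Gja1, Sox9 and Agt, were chosen only after the results were seen. The genes here are the 5 with the largest ratio of injured over uninjured CPM in NFOs and in other oligodendrocytes, which, apart from Gfap as an astrocyte marker, the paper does not discuss. Each was above the 3 counts taken as the limit in the injured library. With 1 library per condition, none of the ratios has a replicate check.

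In NFOs the ratios were 33.7 for Hpgd (126 against 1 UMIs, counting interval 5.94 to 1342), 22.2 for Syt4 (166 against 2 UMIs), 14.2 for Mxi1 (53 against 1), 12.2 for Gfap (91 against 2) and 9.72 for Vim (109 against 3). The 8 injured NFO barcodes with at least 8000 UMIs held 55.0% of the UMIs of all genes but 72.2% of those of Hpgd, 77.7% of Syt4, 60.4% of Mxi1, 70.3% of Gfap and 65.1% of Vim. In barcodes under 8000 UMIs the ratios were 15.5 for Hpgd, 8.21 for Syt4, 9.32 for Mxi1, 5.99 for Gfap and 5.62 for Vim. Within the injured NFOs, the CPM in the deep barcodes over that in the others was 2.12 for Hpgd and 2.85 for Syt4, both above 1 beyond counting error, so the deep barcodes raise these ratios, and the excess remained without the deep barcode with most UMIs of the gene (1.73, 1.13 to 2.69, and 1.85, 1.23 to 2.83). For Mxi1 it was 1.25 (0.696 to 2.27), which spans 1. For Gfap (1.94) and Vim (1.53) it rests on 1 barcode each, without which it was 0.0690 and 0.507. By the mean of CPM over barcodes, the log2 ratio of Mxi1 was higher, 5.21 in place of 3.83. The ratios of the other genes were lower by this measure, 13.8 for Hpgd, 5.02 for Syt4, 8.20 for Gfap and 6.60 for Vim. Without the barcode with most Gfap UMIs, 62 of the 91, the log2 ratio of Gfap was 2.06, and without the barcode with most Vim UMIs, 51 of the 109, that of Vim was 2.50. Hpgd, Syt4 and Mxi1 were not tested further.

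For Gfap and Vim in NFOs, RNA from astrocytes, as free RNA or in doublets, would raise the other astrocyte genes as well. Aqp4, Aldoc, Slc1a2, Slc1a3, Gja1, Sox9 and Agt together had 36 injured and 37 uninjured UMIs, a CPM ratio of 0.260 (0.160 to 0.423). This value does not decide, because most of these UMIs are of Aldoc and Slc1a2 (12 each injured, 18 and 12 uninjured), which were also found in uninjured OPCs, with a CPM of 123 and 444. Aqp4, Gja1, Sox9 and Agt had 10 injured and 2 uninjured UMIs, a ratio of 1.34 (0.285 to 12.6), too few to tell. Per barcode, Gfap stood at 0.910 UMIs in injured NFOs, 0.235 in OPCs, 0.176 in cluster 3 and 0.0828 in other oligodendrocytes. A single NFO barcode held 62 Gfap and 19 Vim UMIs and 16 of the 36 UMIs of the other astrocyte genes. Without it, Gfap in NFOs stood at 0.293 (0.196 to 0.421) per barcode, near the level in OPCs, so astrocyte RNA stays open for all NFO barcodes.

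Without that barcode, Gfap and Vim together had 119 injured against 5 uninjured UMIs, a ratio of 6.83 (2.85 to 21.4), and also without the barcode with most Vim 68 UMIs, a ratio of 4.29 (1.75 to 13.6). With both removed, the ratio was 4.57 (1.16 to 39.5) for Gfap and 4.10 (1.30 to 20.7) for Vim. The 2 barcodes hold most of the UMIs, and what remains is higher beyond counting error. A difference in how the 2 libraries were made and an effect of the injury on NFOs both stay open, and neither was tested.

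In other oligodendrocytes the ratios were 2065 for Klk8 (1087 against 1 UMIs, interval 370 to 81628), 251 for Gm26870 (662 against 5), 228 for Steap3 (120 against 1), 122 for Col6a1 (64 against 1) and 96.5 for Atf3 (254 against 5). The injured barcodes were deeper. At least 8000 UMIs were found in 84 of the 145 injured and 203 of the 837 uninjured barcodes, and the 84 held 92.0% of the injured UMIs. A single injured barcode held 117 of the Atf3 UMIs and another 227 of the Gm26870 UMIs. Without these barcodes the log2 ratios were 5.73 and 7.40. Gm26870 is a lincRNA at 3000282 to 3038313 on chromosome 9, and reads shared with repeats were not excluded for it.

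For Klk8, depth was tested within barcodes of at least 8000 UMIs. The injured ones had a Klk8 CPM of 533 and the uninjured ones 0.410, which argues against depth. Doublets with immune cells would bring immune genes into cluster 6, the cluster without uninjured barcodes, in which 76.5% of barcodes had a Klk8 UMI. The immune list stood at a CPM ratio of 0.136 (0.0969 to 0.191) in it relative to the remaining injured oligodendrocytes outside cluster 3. Per barcode the list had 0.988 UMIs in cluster 6 and 1.05 in the others, so it was not raised there either. A difference between the 2 libraries other than depth stays open for Klk8, Gm26870, Steap3, Col6a1 and Atf3, as does a response of oligodendrocytes to ONC, which was not tested.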

How the results depend on the processing

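The comparisons in barcodes under 8000 UMIs, those without the barcode with most UMIs of a gene, those with cluster 3 included and the re-clustering without the leading genes of cluster 3 and Mag were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library.

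Under the stricter filter, the log2 change in NFO barcodes was 1.90 and in oligodendrocyte barcodes -2.06, the rise of cluster 3 was 13.7 percentage points in place of 34.0, and that of NFOs 30.9 points in place of 19.8. The filter kept 36 of the 168 barcodes of cluster 3. Of the 18 comparisons of Fig. 10, it kept the direction of 12, and thinning kept 13. Of the 15 that do not rest on 1 UMI, they kept 11 and 12. The marker lists kept 9 of the 12 for which they gave a value. With stages from the marker lists, the rise of NFOs was 7.49 points, and the lists called 70 uninjured and 37 injured barcodes OPCs (log2 change -0.92 in place of -1.77, with a share of the lineage that was higher after ONC and not lower) and 879 and 338 mature oligodendrocytes. With at least 2 UMIs for presence, the rise of the combination of Mbp and S100b without Mag was 17.5 points. Of the 10 genes named in each class, 2 in NFOs and 5 in other oligodendrocytes were still named at 200 summed UMIs, because the higher minimum drops genes. By the mean of CPM over barcodes, 4 in NFOs and 5 in other oligodendrocytes were. Of the differences that exceeded counting error, the direction turned for Adgrb2 in other oligodendrocytes (-0.00128) in thinned barcodes. With the marker lists it turned for Adgrb2 in NFOs (-0.0233) and for Rtn4 in the mature class (-0.548), which does not set cluster 3 apart. Of those that did not exceed it and do not rest on 1 UMI, it turned under the stricter filter for Rtn4 (0.597) and Sema5a (0.238) in cluster 3 and for Adgrb1 (0.0448) and Sema5a (-0.104) in NFOs. It also turned for Adgrb1 (0.122) and Sema5a (-0.0577) in NFOs in thinned barcodes, and for Sema5a in NFOs (-0.709) with the marker lists. Except where the construction of an alternative gives it, the cause was not tested.

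The other main results stayed within their counting error or, for pseudotime, within the spread of barcodes, in 36 values from planned and 4 from added alternatives. In these, the order of OPC, NFO, cluster 3 and other oligodendrocytes in pseudotime was kept. The higher level in OPCs than in NFOs was kept for Cspg4, Cspg5 and Pdgfra, by which the authors typed OPCs. Single genes stayed so in 96 planned and 52 added values and moved by more in 24 and 7. The re-clustering gave 146 injured and 26 uninjured barcodes in the corresponding cluster, 165 of them shared with cluster 3. The 10 genes named in NFOs kept their direction under all 4 alternatives run for single genes. In other oligodendrocytes 3 could be compared under 8000 UMIs, and all 3 kept it.

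Equal subsampling and cluster settings do not change the authors' types and gave no value for them, no cluster carried mostly Schwann cell markers to leave out, immune cells were not analysed, and TMM scaling multiplies all ratios of a class by 1 factor. Depth limits the rare genes most. Adgrb1, Adgrb2, Adgrb3 and Omg had at most 31 UMIs in injured NFOs, and cluster 3 had 16005 UMIs in all its uninjured barcodes.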

Differences from the paper's values

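All values read from figures here were read after the re-computed values were known. The re-clustering without the leading genes of cluster 3 and Mag was chosen only after the results were seen. The stages set beside the paper's sSOs and MOs are the rebuilt cluster 3 and other oligodendrocytes.

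For the number of sSOs, the paper's value is nearly 3-fold more in the injured than in the uninjured condition, and cluster 3 had 7.4-fold more. Among the alternatives set before the data were examined, 20 principal components (4.35-fold, exact interval 2.98 to 6.52) did not differ from the paper's value beyond counting error. Resolution 0.4 and resolution 1.6 (7.4-fold each), doublets removed (7.05-fold), the stricter filter (30-fold, from 30 against 1 barcodes) and no regression (at least 51-fold) did. The re-clustering chosen after seeing the values gave 5.62-fold and differed too. Equal numbers of barcodes gave 4.73-fold (3.23 to 7.11), but from 410 lineage barcodes of each library. That is a ratio of lineage shares, 17.3 in the main clustering, and cannot be set against the paper's ratio of cell numbers. For the mean NE of Rtn4 in uninjured sSOs, the paper's value is about 1.7 in Fig. 10, read by eye, and uninjured cluster 3 had 1.13. It was 1.13 with doublets removed and 0.642 with the stricter filter, and neither reached the paper's value. The paper gives p-values for its comparisons, whereas here each condition counts as 1 library and no p-values were computed.

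The paper describes the sSO cluster as absent or nearly absent without injury, while 20 uninjured barcodes fell in cluster 3. Without regression 0 did. Of the 20, 65% had a UMI of Ddx3y and 65% of Eif2s3y, sex genes that the paper names for regression. In injured cluster 3 the shares were 3.38% and 4.73%, so the 20 were unlike the injured barcodes in these genes. A role of these genes in placing the 20 there was not tested. The paper places Sema5A in NFOs at a fraction of its level in MOs, while injured NFOs had a mean NE of 0.592 against 0.669 in other oligodendrocytes and a higher CPM of summed UMIs (367 against 155). The legend of Fig. 10 names only subtype MO3 as higher than NFOs. In cluster 5 the mean NE was 0.960 in 142 uninjured and 1.21 in 5 injured barcodes, against 0.471 and 0.592 in NFOs. The other oligodendrocyte clusters with at least 5 barcodes reached at most 0.764, and a match of cluster 5 to MO3 was not tested. The paper places Sema5A in NFOs a small multiple above sSOs, and injured cluster 3 had a mean NE of 0.0686. For the pooled stages these wordings differ from the values. The paper's Fig. 10 shows about 0.6 in injured NFOs and about 0.05 in injured sSOs, read by eye, which do not differ from 0.592 and 0.0686 beyond counting error. The paper describes Adgrb1 and Adgrb2 as highest or mainly expressed in NFOs. The injured NFOs had 0.219 and 0.300, more than cluster 3 and other oligodendrocytes, but OPCs, which the paper's panels leave out, had 0.662 and 0.552. BAI3 is described as near noise at all stages, while OPCs, where they are counted as a stage, had a mean NE of Adgrb3 of 0.803 without injury and 0.596 after ONC. The paper's scRNA-seq methods name mice of both sexes, while its section on animal use names male wild-type mice. In all barcodes together, 1 UMI of Xist was found.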

Other observations

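Of the tests of this part, all but the comparisons of nuclear RNAs other than Malat1 were chosen only after the results were seen.

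Most NFO barcodes and most injured cluster 3 barcodes held little Malat1, a nuclear RNA. The tables argue against low depth as the only reason. At 500 to 1500 UMIs, uninjured NFOs (24 barcodes) had a median of 0.0950%, against 3.12% in 210 other uninjured oligodendrocytes. Injured NFO barcodes with 3000 to 8000 UMIs (13 barcodes) had a median of 0.0516% Malat1, against 5.42% in 28 other injured oligodendrocytes of the same depth. Deeper NFO barcodes did not all have low Malat1. The median was 10.3% in 6 uninjured NFOs with 3000 to 8000 UMIs, and 4.09% in 2 uninjured and 4.46% in 8 injured NFOs with at least 8000 UMIs. Other injured oligodendrocytes with 500 to 1500 UMIs (18 barcodes) had 2.51%, against 0.186% in 137 cluster 3 barcodes. A candidate explanation is cytoplasm without a nucleus, such as fragments of cells. The other nuclear RNAs of a fixed list were at least 22.5-fold lower in NFO barcodes under 0.5% Malat1 (0 UMIs) than in the other NFO barcodes (128 UMIs), and 6.04-fold (2.57 to 18.7) lower in injured cluster 3 (5 UMIs) than in other injured oligodendrocytes (520 UMIs). Nearly all of these UMIs were of Kcnq1ot1, 123 of the 128 and 503 of the 520, so the list adds little beyond that gene. Empty droplets with free RNA only would hold no more NFO genes than other barcodes. Fyn, by which the authors typed NFOs, decides nothing here, and the other 8 genes of the fixed NFO list were taken at 500 to 1500 UMIs in the injured library. The 53 NFO barcodes under 0.5% Malat1 held 3.47 of their UMIs per barcode and 18 other oligodendrocytes 0.556, a ratio of 6.25 (3.32 to 13.2). Against 137 cluster 3 barcodes (2.63) the ratio was 1.32, still above 1 beyond counting error but small, because these hold Bcas1 (2.58 UMIs per barcode, against 1.85 in the NFO barcodes). Without Bcas1, left out after its values were seen, it was 37.1 (16.3 to 104), while the immune list stood at 0.775 (0.561 to 1.06), so the NFO barcodes did not hold more free immune RNA than cluster 3. Against the 18 other oligodendrocytes the immune list stood at 2.29 (1.08 to 5.58), so a part of the ratio of 6.25 stays open to free RNA. The tables argue against empty droplets for these NFO barcodes as a set. Single barcodes among them stay open. A lower content of these nuclear RNAs in intact cells, through the injury or the stage, was not tested.

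Free RNA alone would give cluster 3 and injured OPCs alike numbers of Mbp and S100b UMIs, and cluster 3 held 11.6-fold more per barcode (65.6 against 5.65), most of it Mbp. Immune genes among the leading genes of cluster 3 may come from free RNA of immune cells. The immune list had 0.882 UMIs per barcode in injured OPCs, 1.20 in NFOs, 1.29 in cluster 3 and 1.01 in other oligodendrocytes, a highest over lowest ratio of 1.46, while the mean depth went from 854 UMIs in cluster 3 to 15007 in other oligodendrocytes. In a shallow barcode the same number of free UMIs makes a larger share, so such genes can lead a cluster of shallow barcodes. Cells that take up or carry immune RNA were not tested. Spp1, with 64 UMIs in injured and 0 in uninjured other oligodendrocytes, may have the same source, since it had 0.571 UMIs per barcode in injured oligodendrocytes with at least 8000 UMIs and 0.458 in those under 1500, a ratio of 1.25. Apoe had 101 and 6.03, a ratio of 16.8, which argues against free RNA as its main source. It was 47.8-fold (43.0 to 53.4) higher in other oligodendrocytes of the injured library, and an effect of the injury on Apoe was not tested.

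For the sexes of the mice, Xist was found in 0% of the 641 barcodes without a UMI of a Y-linked gene, and 1 UMI of Xist was found in all. Among barcodes with at least 8000 UMIs, 87.9% of uninjured and 94.9% of injured ones had a Y-linked UMI. This argues against female cells as a large part of either library. A removal of Xist UMIs before the values were made would leave the Y-linked share as it is, and was not tested.

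The genes with the smallest ratio of injured over uninjured CPM in NFOs were Msmo1 (log2 ratio -2.69), Fdps (-2.59), G0s2 (-2.58), mt-Nd3 (-2.55) and mt-Nd1 (-2.48). In other oligodendrocytes, Fads1 (-5.97, 1 against 119 UMIs), Unc13c (0 against 306 UMIs, at least 53.7-fold lower), Paqr7 (-4.67) and Hbb-bs (-4.58) were among the genes with the smallest ratio. Hbb-bs shares sequence with other globin genes, so its reads are uncertain.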
